# Specialized germline P-bodies are required to specify germ cell fate in *Caenorhabditis elegans* embryos

**DOI:** 10.1242/dev.200920

**Published:** 2022-11-08

**Authors:** Madeline Cassani, Geraldine Seydoux

**Keywords:** Germ plasm, P-bodies, Germline, Primordial germ cells, RNP granules, *C. elegans*

## Abstract

In animals with germ plasm, specification of the germline involves ‘germ granules’, cytoplasmic condensates that enrich maternal transcripts in the germline founder cells. In *Caenorhabditis elegans* embryos, P granules enrich maternal transcripts, but surprisingly P granules are not essential for germ cell fate specification. Here, we describe a second condensate in the *C. elegans* germ plasm. Like canonical P-bodies found in somatic cells, ‘germline P-bodies’ contain regulators of mRNA decapping and deadenylation and, in addition, the intrinsically-disordered proteins MEG-1 and MEG-2 and the TIS11-family RNA-binding protein POS-1. Embryos lacking *meg-1* and *meg-2* do not stabilize P-body components, misregulate POS-1 targets, mis-specify the germline founder cell and do not develop a germline. Our findings suggest that specification of the germ line involves at least two distinct condensates that independently enrich and regulate maternal mRNAs in the germline founder cells.

This article has an associated ‘The people behind the papers’ interview.

## INTRODUCTION

The germ plasm is a specialized cytoplasm, found in the eggs of certain insects, nematodes and vertebrates, which serves as a vehicle to segregate maternal proteins and RNAs to the nascent embryonic germline (Kulkarni and Extavour, 2017). Germ plasm assembly is a derived trait that arose independently several times in evolution as an alternative to the ancestral mode of germ cell fate specification by cell-to-cell signaling (Kemph and Lynch, 2022). A convergent characteristic of germ plasm in both vertebrate and invertebrate species is the presence of ‘germ granules’, micron-size ribonucleoprotein assemblies that contain RNAs coding for factors that promote germ cell development (Kulkarni and Extavour, 2017). Germ granules segregate with the germ plasm to the germline founder cells and are thought to contribute to their specification as primordial germ cells (PGCs). Germ granules were initially described using electron microscopy as mostly amorphous, electron-dense, micron-sized structures not surrounded by membranes (Arkov and Ramos, 2010). Fluorescence microscopy studies and proteomics in *Drosophila*, zebrafish, *Xenopus*, *Caenorhabditis elegans* and mice have revealed the presence of different types of condensates in germ cells, some with a complex sub-structure (Gallo et al., 2008; Wang et al., 2014; Vo et al., 2019; Eichler et al., 2020; Wan et al., 2018; Uebel et al., 2020, 2021; Roovers et al., 2018; Neil et al., 2021; Yang et al., 2022; Aravin et al., 2009). These studies have hinted that germ cells contain multiple condensates that compartmentalize different RNA-centered activities that collectively specify germ cell fate. For example, polar granules and founder granules are distinct granules in the germ plasm of *Drosophila melanogaster* that harbor mRNAs that need to be translated (polar granules) or degraded (founder granules) for proper germline development (Eichler et al., 2020). Here, we demonstrate that the *C. elegans* germ plasm also contains two condensate types that make distinct contributions towards germ cell fate.

The first condensates to be described in the *C. elegans* germ plasm were named P granules for their segregation with P (posterior) blastomeres through a series of four asymmetric divisions that eventually give rise to the germline founder cell P_4_ (Strome and Wood, 1982; Fig. 1E). P granules are scaffolded by the nematode-specific RGG-domain proteins PGL-1 and PGL-3, which form dense liquid-like condensates *in vitro* and *in vivo* (Brangwynne et al., 2009; Hanazawa et al., 2011; Updike et al., 2011; Saha et al., 2016; Putnam et al., 2019). In zygotes, the PGL condensates become covered on their surface by nanoscale solid clusters assembled by a pair of paralogous and redundant intrinsically-disordered proteins MEG-3 and MEG-4. MEG-3/4 form an essential protective layer that controls the dynamics and asymmetric segregation of PGL condensates into the P blastomeres in part by reducing the surface tension of PGL condensates (Folkmann et al., 2021). MEG-3/4 also recruit maternal mRNAs to P granules. MEG-3 binds RNA *in vitro* and co-precipitates with ∼500 maternal mRNAs in embryonic lysates, including the Nanos homolog *nos-2* and the predicted E3 ubiquitin ligase *Y51F10.2* that are required redundantly for fertility (Lee et al., 2020). Incorporation into P granules enriches RNAs in the P_4_ blastomere as much as 5-fold compared with what would have been achieved by equal segregation to all embryonic cells (Schmidt et al., 2021). *nos-2* and *Y51F10.2* are translationally repressed in the P_0_ to P_3_ blastomeres and become translationally activated in P_4_, the germline founder cell (Subramaniam and Seydoux, 1999; Lee et al., 2020). Despite their role in enriching mRNAs required for germ cell development, P granules are not essential for germ cell fate. In *meg-3 meg-4* mutants, the germline founder cell P_4_ inherits no PGL condensates and reduced levels of *nos-2* and *Y51F10.2* transcripts (Lee et al., 2020; Schmidt et al., 2021). These transcripts, however, are still translationally activated in P_4_, and *meg-3 meg-4* animals are mostly (∼70%) fertile (Lee et al., 2020). These observations indicate that the *C. elegans* germ plasm maintains proper regulation of maternal mRNAs in the absence of P granules.

**Fig. 1.**
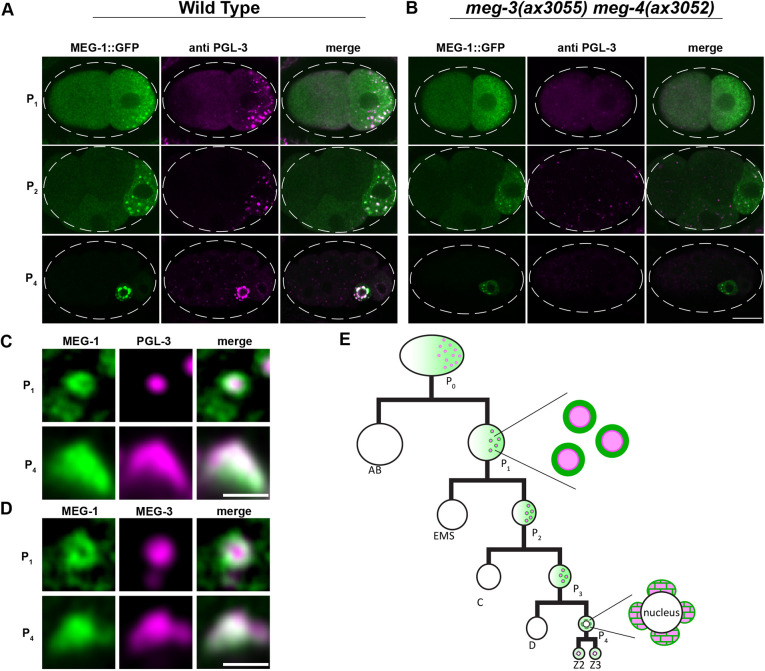
**MEG-1 puncta are distinct from P granules.** (A,B) Representative Airyscan photomicrographs of wild-type (A) and *meg-3 meg-4* mutant (B) embryos expressing endogenous MEG-1::GFP and co-stained for GFP and PGL-3. MEG-1, but not PGL-3, enriches in P blastomeres in *meg-3 meg-4* embryos. Dashed white line indicates embryo boundary. (C,D) Higher resolution images of MEG-1::GFP and PGL-3 (C) and MEG-1::GFP and MEG-3::OLLAS (D) in P_1_ and P_4_. In P_1_, MEG-1 enriches at the periphery of PGL-3 and MEG-3. In P_4_, P granules become perinuclear and MEG-1 and PGL-3/MEG-3 overlap. See Fig. S1A for quantification. (E) Abbreviated cartoon lineage summarizing the distribution of MEG-1 (green) and P granules (pink) in the germline (P) blastomeres. In the zygote P_0_, MEG-1 is present in a cytoplasmic gradient as well as small granules that are difficult to visualize at this stage. MEG-1 enriches at the periphery of P granules in the P_1-3_ blastomeres, and merges with P granules in P_4_. In the primordial germ cells Z2 and Z3, MEG-1 becomes cytoplasmic and is degraded, while P granules remain. Scale bars: 10 µm (A,B); 1 µm (C,D).

The *C. elegans* germ plasm contains a second condensate type that contains proteins characteristic of P-bodies, ubiquitous RNP granules implicated in mRNA storage and decay (Gallo et al., 2008; Ivanov et al., 2019). P-body-like condensates associate with P granules in germ plasm in tight assemblies containing a central P granule surrounded by several P-body-like condensates (Gallo et al., 2008). Dozens of proteins have been reported to enrich in granules in the *C. elegans* germ plasm (Updike and Strome, 2010; Phillips and Updike, 2022) and, in most cases, it is not known whether these localize to P granules proper (as defined by PGL-3 and MEG-3) or to the closely apposed P-body-like condensates described in Gallo et al. (2008), or to both. In particular, MEG-1 and MEG-2 are two intrinsically-disordered proteins, distantly related to MEG-3 and MEG-4, and originally described as P granule proteins (Leacock and Reinke, 2008). In this study, we demonstrate that MEG-1 and MEG-2 associate with canonical P-body proteins and stabilize P-body-like condensates in P_4_. Our findings indicate that, unlike P granules, ‘germline P-bodies’ are essential for maternal mRNA regulation and specification of P_4_ as the germline founder cell.

## RESULTS

### MEG-1 enriches in puncta distinct from P granules

To characterize the localization of MEG-1, we used a MEG-1::GFP fusion where GFP is inserted at the C-terminus of the MEG-1 open reading frame (ORF) in the *meg-1* locus. Consistent with a previous report that used a polyclonal antibody raised against MEG-1 (Leacock and Reinke, 2008), MEG-1::GFP segregated with germ plasm in early embryos, distributing between a cytoplasmic pool and bright puncta in P blastomeres that overlapped with P granules (Fig. 1A). High resolution images revealed that the MEG-1 puncta localize to the periphery of P granules (visualized with PGL-3 or MEG-3) in P_1_ blastomeres (Fig. 1C,D; Fig. S1A). By the P_4_ stage, when P granules are fully perinuclear, the MEG-1::GFP signal was distributed throughout P granules (Fig. 1C,D; Fig. S1A). In Z2 and Z3, MEG-1::GFP dispersed back into the cytoplasm (Fig. S1B) and turned over by mid-embryogenesis (Leacock and Reinke, 2008).

Leacock and Reinke (2008) reported that MEG-1 enrichment in P blastomeres is independent of P granule components and vice versa. Consistent with these results, we found that MEG-1 still enriched preferentially in P blastomeres in *meg-3(ax3055) meg-4(ax3052)* mutants (Fig. 1B). MEG-1 puncta, however, remained cytoplasmic and did not associate with the nuclear envelope in P_4_ of *meg-3(ax3055) meg-4(ax3052)* mutants (Fig. 1A,B). Leacock and Reinke (2008) used a partial deletion of the *meg-1* locus and RNAi of the *meg-1* paralog *meg-2* to generate embryos depleted of both *meg-1* and *meg-2*. To complement these analyses, we created a deletion that removed the entire *meg-1 meg-2* operon. *meg-1 meg-2(ax4532)* hermaphrodites were 100% maternal effect sterile as reported for *meg-1(vr10) meg-2(RNAi)* (Table S1). We found that MEG-3 and PGL-3 still assembled into puncta that segregated with P blastomeres in *meg-1 meg-2(ax4532)* embryos, confirming that P granule assembly does not require *meg-1* and *meg-2* (Fig. S1C). We noticed, however, that P granule enrichment in P blastomeres was not as robust in *meg-1 meg-2* embryos (Fig. S1D) as previously reported (Leacock and Reinke, 2008; Wang et al., 2014), suggesting a minor contribution of MEG-1/2 to P granule segregation.

We conclude that MEG-1 localizes to assemblies that are distinct from P granules. MEG-1 puncta and P granules interact but assemble independently in the cytoplasm of P blastomeres.

### MEG-1 immunoprecipitates with P-body components and several RNA-binding proteins, including POS-1

As we show here for MEG-1, we have previously reported that P-body markers enrich at the periphery of P granules in early P blastomeres (Gallo et al., 2008). Furthermore, Wu et al. (2017) identified MEG-1 and MEG-2 among immunoprecipitates of the P-body scaffold NTL-1 (also known as LET-711; CNOT1 in human) and identified seven CCR4-NOT subunits in MEG-2 immunoprecipitates. To complement these studies, we performed mass spectrometry on MEG-1::GFP immunoprecipitated from early embryo lysates using anti-GFP antibodies. As controls, we used lysates from wild-type worms expressing untagged MEG-1. We identified 54 proteins that were enriched at least 2-fold over untagged controls in two biological replicates (Fig. 2A; Table S2).

**Fig. 2.**
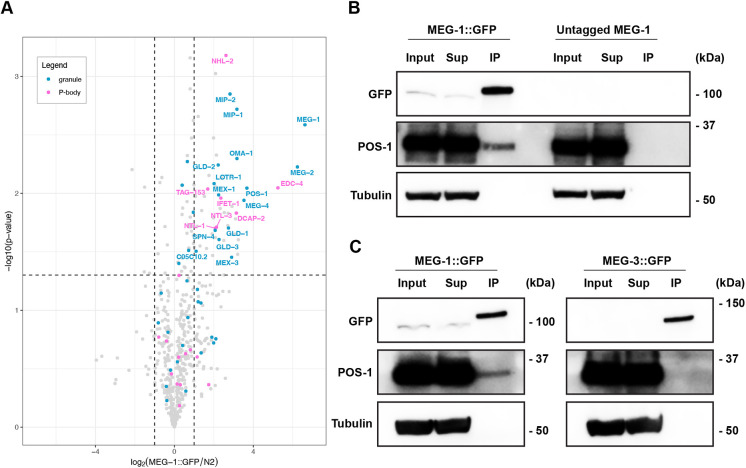
**MEG-1 immunoprecipitates with P-body and RNA-binding proteins, including POS-1.** (A) Volcano plot showing on the *x*-axis the log2 fold enrichment of proteins (dots) in MEG-1::GFP immunoprecipitates over ‘N2’ (wild-type lysates containing untagged MEG-1) as a function of the log10 *P*-value calculated from two independent immunoprecipitation experiments (*y*-axis). Of the 54 proteins enriched in MEG-1::GFP immunoprecipitates (top right quadrant), 13% correspond to P-body proteins (labeled in pink) and 28% correspond to proteins previously reported to localize to granules in P blastomeres (blue). (B) Representative western blots from two independent experiments confirm that GFP immunoprecipitates pull down MEG-1::GFP and POS-1, but not tubulin. (C) Western blots from MEG-1::GFP and MEG-3::GFP immunoprecipitates. Unlike MEG-1::GFP, MEG-3::GFP does not pull down POS-1. Full western blot images are shown in Fig. S2.

Among the proteins in MEG-1::GFP immunoprecipitates, we observed an enrichment for canonical P-body proteins (7 out of 36 canonical P-body proteins in the *C. elegans* genome/WormBase, *P*<0.0001, Fisher's exact test), including the decapping factors DCAP-2 (DCP2) and EDC-4 (EDC4), the TRIM-NHL family member and miRISC cofactor NHL-2 (TRIM45), the CCR4-NOT complex subunits NTL-1, TAG-153 (CNOT2), NTL-3 (CNOT3) and the translational repressor and DDX6-binding partner IFET-1 (EIF4ENIF1) (Table S2). In addition to P-body proteins, we also observed eight RNA-binding proteins including the translational repressor GLD-1, the poly-A polymerase GLD-2/GLD-3, the zinc finger proteins MEX-1, OMA-1 and POS-1, the KH domain protein MEX-3, and the RRM domain protein SPN-4. All of these have been reported to regulate maternal mRNAs and to enrich in germ plasm and ‘P granules’ (because P-bodies and P granules are closely linked in wild-type embryos, most studies have not distinguished between the two). Among these, POS-1 scored as one of the most highly enriched proteins in MEG-1::GFP precipitates after MEG-1 and MEG-2 (Fig. 2A; Table S2).

POS-1 regulates the poly-adenylation of thousands of maternal mRNAs containing AU-rich elements (AREs) in their 3′ untranslated region (UTR) (Farley et al., 2008; Elewa et al., 2015). ARE-binding proteins have been reported to recruit P-body components, including decapping enzymes and the deadenylation machinery (Ciais et al., 2013). To confirm the interaction between POS-1 and MEG-1, we probed the MEG-1::GFP immunoprecipitates with a polyclonal serum against POS-1 (Barbee and Evans, 2006) (Fig. 2B). This experiment confirmed that MEG-1::GFP precipitates contain POS-1, but not the control protein tubulin (Fig. 2B; Fig. S2A,B). POS-1 was not immunoprecipitated by a MEG-3::GFP fusion, further confirming the specificity of the MEG-1-POS-1 interaction (Fig. 2C; Fig. S2C,D). We conclude that MEG-1 exists in a complex that contains P-body components and RNA-binding proteins, including POS-1, a protein predicted to recruit P-body proteins to maternal mRNAs.

### MEG-1 and POS-1 colocalize in P-body-like puncta in P_4_

To examine the distribution of POS-1 and P-body components relative to MEG-1 and P granules, we used antibodies against POS-1 (Barbee and Evans, 2006) and P-body marker CGH-1 (DDX6) (Alessi et al., 2015) and a mNeonGreen::3×FLAG fusion to P-body marker EDC-3 (abbreviated mNG::EDC-3; DeMott et al., 2021). In P_1_ blastomeres, POS-1, CGH-1 and EDC-3 enriched in condensates at the periphery of PGL-3 puncta (Fig. S3A). The POS-1, CGH-1 and EDC-3 condensates overlapped but were not perfectly coincident with MEG-1 (Fig. S3B). In P_4_, MEG-1, POS-1, CGH-1 and EDC-3 appeared to mix more extensively with each other and PGL-3 (Fig. S3A,B). We reasoned that if P-body components associate with MEG-1, they might still form condensates in the absence of P granules. As expected, we found that in *meg-3 meg-4* embryos, which lack P granules, POS-1, CGH-1 and EDC-3 enriched in cytoplasmic puncta most prominently in P_4_, and these colocalized with MEG-1 (Fig. 3A).

**Fig. 3.**
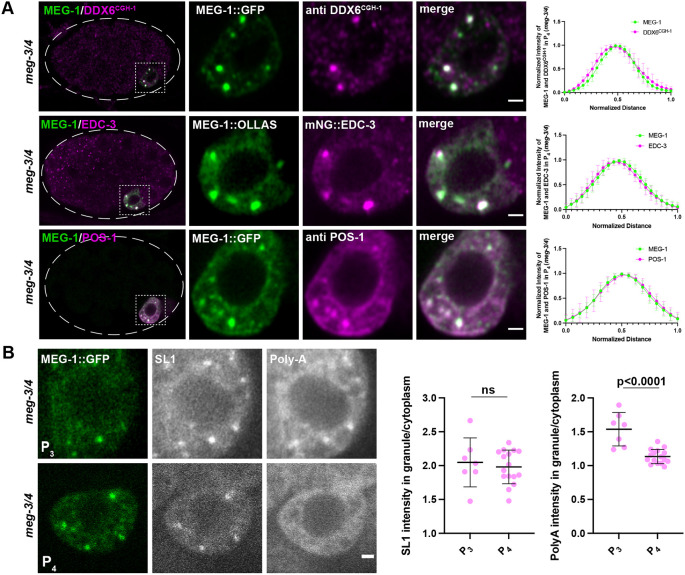
**MEG-1 puncta in P_4_ correspond to germline P-bodies.** (A) Airyscan photomicrographs of *meg-3 meg-4* embryos expressing MEG-1::GFP and co-stained for GFP and CGH-1 (DDX6^CGH-1^), expressing MEG-1::OLLAS and mNG::3×FLAG::EDC-3 and co-stained for OLLAS and FLAG, and expressing MEG-1::GFP and co-stained for GFP and POS-1. Dashed white line indicates embryo boundary. Dashed square indicates P_4_. Inset shows P_4_ blastomere. Graphs plotting the mean intensities through the center of a granule indicate colocalization. For MEG-1 and CGH-1 *n*=7 granules from two embryos; for MEG-1 and EDC-3 *n*=9 granules from two embryos; for MEG-1 and POS-1 *n*=10 granules from two embryos. (B) Photomicrographs of *meg-3 meg-4* embryos expressing MEG-1::GFP and probed for SL1 and poly-A. MEG-1 foci enrich SL1 to similar levels in P_3_ and P_4_, but show higher enrichment of poly-A in P_3_ compared with P_4_. The ratio of SL1 or poly-A intensity in MEG-1 granules over cytoplasm in P_3_ (*n*=7) was compared with P_4_ (*n*=16). Significance calculated by unpaired two-tailed *t*-test. ns, not significant. Quantification for each genotype is from one experiment in which several mutant and control animals were processed in parallel. Data are mean±s.d. Scale bars: 1 µm.

*C. elegans* mRNAs can be detected using an oligo-dT probe that detects poly-adenylated mRNAs and a probe against SL1, the splice leader found on the 5′ end of ∼60% of *C. elegans* mRNAs (Seydoux and Fire, 1994). Consistent with enriching maternal mRNAs, P granules are positive for both SL1 and poly-A (Seydoux and Fire, 1994). We reasoned that, as P-bodies are thought to enrich deadenylated mRNAs (Ivanov et al., 2019), P-bodies might be positive for SL1 but not poly-A. P-bodies also assemble in somatic blastomeres, becoming most prominent at the four-cell stage, when degradation of maternal mRNAs begins in somatic lineages (Gallo et al., 2008). Consistent with harboring deadenylated mRNAs, somatic P-bodies marked by EDC-3 showed a high SL1 signal but no poly-A enrichment (compared with the surrounding cytoplasm, Fig. S3C). Similarly, we found that MEG-1::GFP puncta in P_4_ of *meg-3 meg-4* embryos were positive for SL1 but not poly-A (Fig. 3B). Interestingly, MEG-1::GFP puncta in P_3_ were positive for both SL1 and poly-A (Fig. 3B), suggesting that at this stage MEG-1 puncta do not yet correspond to mature P-body-like structures.

Taken together, these observations suggest that, in early P blastomeres, MEG-1 and P-body proteins form overlapping, but not perfectly coincident, assemblies at the periphery of P granules. In P_4_, MEG-1 and P-body components come together into condensates that contain deadenylated mRNAs. We refer to these P_4_-specific condensates as ‘germline P-bodies’ to distinguish these from somatic P-bodies which form in somatic blastomeres and do not contain MEG-1 or POS-1.

### *meg-1* and *meg-2* are required to maintain CGH-1 and EDC-3 and assemble robust germline P-bodies in P_4_

Unlike P granule proteins, such as PGL-3, which are asymmetrically segregated from the zygote stage (Fig. S1D), CGH-1 and EDC-3 are inherited by all blastomeres during early cleavages. After the eight-cell stage, CGH-1 is turned over in somatic blastomeres (Boag et al., 2005) and remains at high levels only in P_4_ (Fig. S4A-C). EDC-3 is maintained in somatic blastomeres throughout embryogenesis but enriches in P_4_ (Fig. S4D-F). In *meg-1 meg-2* mutants, CGH-1 and EDC-3 distributions were unchanged through the eight-cell stage, but CGH-1 was not maintained and EDC-3 was not enriched in P_4_ (Fig. S4). In contrast, POS-1, which enriches with germ plasm from the zygote stage (Han et al., 2018), was not affected in *meg-1 meg-2* (Fig. 4A). To quantify these observations, we compared the levels in P_4_ of CGH-1, EDC-3 and POS-1 in *meg-1 meg-2*, *meg-3 meg-4* and embryos depleted of all four MEG proteins [*meg-1(vr10) meg-2(RNAi) meg-3(tm4259) meg-4(RNAi)* embryos] (Fig. 4A). CGH-1 and EDC-3 levels were significantly reduced in P_4_ of *meg-1 meg-2* embryos compared with wild-type and in *meg-1 meg-2 meg-3 meg-4* embryos compared with *meg-3 meg-4* embryos (Fig. 4A,B). In contrast, POS-1 levels were not significantly affected in either *meg-1 meg-2* or *meg-3 meg-4* mutants and were reduced only in the quadruple mutant. We conclude that MEG-1/2 are essential to maintain high levels of CGH-1 and EDC-3 in P_4_ and are required redundantly with MEG-3/4 to maintain high levels of POS-1 in P_4_.

**Fig. 4.**
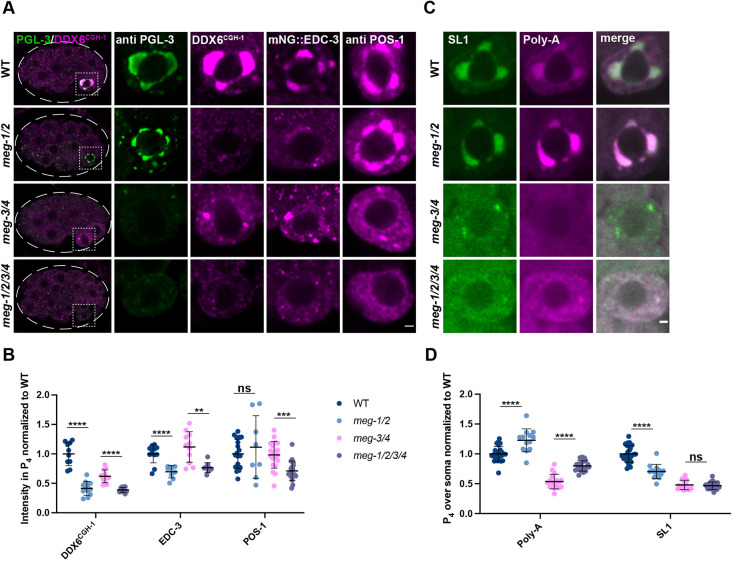
**MEG-1/2 are required for maintenance of germline P-bodies in P_4_.** (A) Airyscan photomicrographs of embryos of the indicated meg genotypes co-stained for PGL-3 and CGH-1 (DDX6^CGH-1^) (whole embryo and P_4_ inset), or expressing mNG::3×FLAG::EDC-3 and stained for FLAG, or stained for POS-1. *meg-1 meg-2* are not essential for localization of PGL-3 or POS-1 to P_4_ but are required for maintenance of CGH-1 and EDC-3. Dashed white line indicates embryo boundary. Dashed square indicates P_4_. (B) Intensity of CGH-1, EDC-3 and POS-1 in P_4_ relative to wild type. Quantification of CGH-1 for each genotype is from one experiment in which mutant and control animals were processed in parallel. Wild type *n*=10; *meg-1/2 n*=12; *meg-3/4 n*=12; *meg-1/2/3/4 n*=10. Quantification of EDC-3 for each genotype is from one experiment in which mutant and control animals were processed in parallel. Wild type *n*=12; *meg-1/2 n*=9; *meg-3/4 n*=11; *meg-1/2/3/4 n*=9. Quantification of POS-1 for *meg-1 meg-2* embryos is from one experiment and for *meg-3 meg-4* and *meg-1 meg-2 meg-3 meg-4* from two experiments in which mutant and control animals were processed in parallel. Wild type *n*=19; *meg-1/2 n*=8; *meg-3/4 n*=20; *meg-1/2/3/4 n*=19. (C) Photomicrographs of P_4_ in the indicated genotypes probed for SL1 and poly-A. Poly-A levels are increased in *meg-1 meg-2* mutants, despite SL1 levels decreasing or not changing. (D) Quantification of poly-A and SL1 in P_4_ over soma normalized to wild type. Quantification for *meg-1 meg-2* embryos is from two experiments and for *meg-3 meg-4* and *meg-1 meg-2 meg-3 meg-4* from three experiments in which mutant and control animals were processed in parallel. Wild type *n*=26; *meg-1/2 n*=13; *meg-3/4 n*=17; *meg-1/2/3/4 n*=20. Data are mean±s.d. ****P≤0.0001; ***P≤0.001; **P≤0.01; ns, not significant (unpaired two-tailed *t*-test). Scale bars: 1 µm.

The reduction in CGH-1 and EDC-3 levels in P_4_ suggests that germline P-body activity might be compromised in *meg-1 meg-2* mutants. Consistent with this hypothesis, *in situ* hybridization against poly-A and SL1 revealed that poly-A levels were higher in P_4_ of *meg-1 meg-2* embryos compared with wild-type and in *meg-1 meg-2 meg-3 meg-4* embryos compared with *meg-3 meg-4* embryos, despite either a reduction or no significant change in SL1 levels (Fig. 4C,D). We observed SL1+ puncta in P_4_ in 14/17 *meg-3 meg-4* embryos and in 4/20 *meg-1 meg-2 meg-3 meg-4* embryos (Fig. S5A). The SL1+ puncta did not enrich poly-A over the cytoplasm in *meg-3 meg-4* embryos but did in *meg-1 meg-2 meg-3 meg-4* embryos (Fig. S5A). Together, these observations indicate that MEG-1 and MEG-2 are required to maintain robust levels of P-body proteins and robust activation of mRNA deadenylation in P_4_.

### *meg-1 meg-2* embryos fail to turnover transcripts targeted for deadenylation by POS-1

To examine directly whether *meg-1 meg-2* mutants exhibit defects in maternal mRNA regulation, we performed RNA-seq to compare the transcriptomes of *meg-1 meg-2* mutant embryos with that of wild-type. 

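Embryos were harvested from 2 cultures of wild-type worms (N2 strain) fed bacteria with the empty L4440 vector and from 2 cultures of *meg-1(vr10)* worms fed bacteria expressing *meg-2* dsRNA, each started from 26000 synchronized L1 larvae and grown at 20°C. Each library was made from 1 µg of total RNA after rRNA removal, with 12 cycles of PCR. The authors aligned the reads to the ce10 genome with HISAT2, counted them on genes with HTSeq-count and compared the genotypes with DESeq2. For 42048 genes they deposited the mean of the 2 libraries of each genotype, in fpm (reads scaled by size factors and by library size) and in FPKM, with the log2 fold change and adjusted *P*-value of their comparison. The FPKM values are the fpm values divided by the gene length in bp, not in kb, and so are 1000 times smaller than usual FPKM. Values per library were recovered from the means. A mean fpm is the sum of the whole reads of both libraries, each multiplied by a fixed step, and 100% of the wild-type means matched 1 pair of whole read numbers. In *meg-1 meg-2*, 42047 of the 42048 means matched 1 pair, and the remaining gene, the rRNA gene *rrn-2.1*, was settled by the size factors. The libraries of each genotype are called A and B, since the means do not show which replicate is which. The reads counted on genes were 24894414 and 26017429 in wild-type libraries A and B, and 22816733 and 20662429 in *meg-1 meg-2* libraries A and B. *rrn-2.1* took from 7.65% to 9.02% of the reads of a library. Genes with a mean of at least 0.002178852 FPKM over the 4 libraries, 13060 in all, were tested with limma on log2(FPKM + 0.00200), a pseudocount of 0.1 times the median value above 0. Fold changes from this test are on that scale, which understates the change of genes with low values. The wild-type libraries differed from each other more than the *meg-1 meg-2* libraries did. Among the tested genes at or above the median level, the SD of the log2 difference was 0.22 between the wild-type libraries and 0.10 between the *meg-1 meg-2* libraries, and it ranged from 0.27 to 0.40 between libraries of different genotype. Two-sided permutation of 2 libraries against 2 cannot give an exact *P*-value below 0.333 for a single gene, so the *P*-values rest on the spread that limma shares across genes.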

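The targeted genes were examined first, as a check of the sample labels. *meg-1* lies on chromosome X from 13927036 to 13929634 of WBcel235, on the minus strand, and had 1933 and 2423 reads in the wild-type libraries and 19 and 18 reads in the *meg-1 meg-2* libraries. Its level was 83.2±13.7 fpm (SD, *n*=2) in wild type and 0.868±0.039 fpm (SD, *n*=2) in *meg-1 meg-2*, a log2 fold change of −4.21 (standard error 0.16, limma adjusted *P*=1.02e-04). *meg-2* lies next to *meg-1*, from 13922643 to 13926129, and was targeted by RNAi. The *meg-2* transcript fell from 22.8±4.50 fpm (SD, *n*=2) to 7.40±1.64 fpm (SD, *n*=2), a log2 fold change of −1.17 (standard error 0.20, limma adjusted *P*=0.0336). Both *meg-1 meg-2* libraries also carried *meg-1(vr10)*, so an effect of that allele on *meg-2* cannot be separated from RNAi. Both *meg-1 meg-2* libraries were below both wild-type libraries for each gene. The pseudocount moved these values most. With a pseudocount of 1 times the median, the log2 fold change was −1.63 for *meg-1* and −0.35 for *meg-2*.

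**Figure D1:**
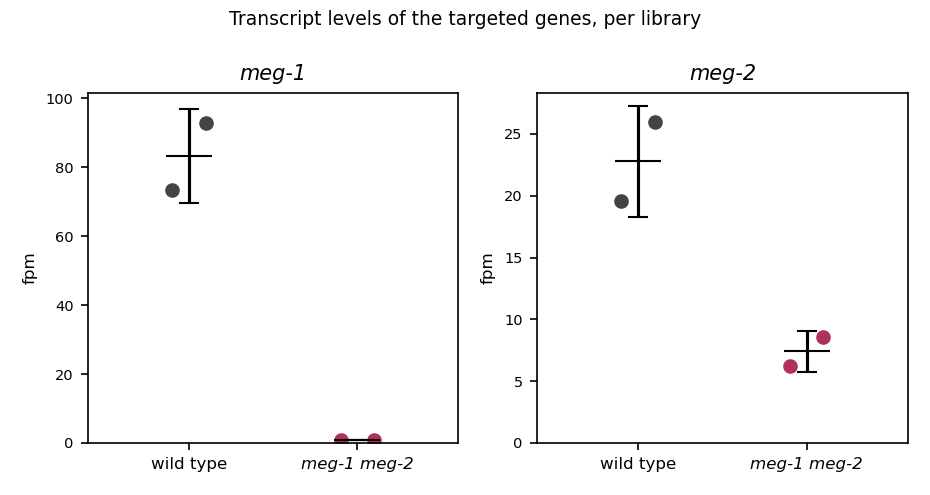
Level of the *meg-1* and *meg-2* transcripts (y axis, fpm) in wild-type and *meg-1 meg-2* embryos (x axis). Points are single libraries, and the horizontal line and error bars are the mean and SD (*n*=2). *meg-1* was near 0 in both *meg-1 meg-2* libraries, at a mean of 0.868 fpm, and *meg-2* remained at 7.40 fpm.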

Two independent RNA-seq libraries were analyzed for each genotype [wild type and *meg-1(vr10) meg-2(RNAi)*]. This analysis identified 550 upregulated mRNAs and 230 downregulated mRNAs in *meg-1 meg-2* embryos compared with wild-type (±1.5 fold change, *P*<0.05; Fig. 5A; Table S3).

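With a change of at least 1.5-fold and an unadjusted limma *P*-value below 0.05, 553 genes were higher and 515 were lower in *meg-1 meg-2* embryos among the 13060 tested. With Benjamini-Hochberg adjustment, 306 were higher and 178 were lower. Of the 553 genes that were higher, 475 were protein-coding, and of the 515 that were lower, 135 were protein-coding and 279 were piRNA genes. The piRNA genes tested had a median length of 21 bp. A gene of that length passes the FPKM limit with very few reads, and the piRNA genes called lower had a median of 9 reads over the 4 libraries together. When the test was restricted to the 11041 protein-coding genes, 432 were higher and 115 were lower. Every change of at least 1.5-fold in that test also had a *P*-value below 0.05, so these counts rest on fold change alone. The split in that restricted test depended on scaling, with 305 higher and 169 lower after median-ratio scaling and 326 higher and 179 lower after quantile normalization. The minimum fold change and the pseudocount moved the counts most. Without a minimum fold change 2302 genes were higher, and with a pseudocount of 1 times the median 42 were lower. Count models on the recovered reads were chosen after the values were seen. At the same fold change and an adjusted *P*-value below 0.05, edgeR's quasi-likelihood test called 376 genes higher and 326 lower, and DESeq2 called 538 higher and 224 lower. Without a test, 592 genes changed at least 1.5-fold upwards and 671 downwards. Over all genes tested, both libraries of one genotype lay above both of the other for 64.6%, where chance gives 33.3%. These counts depended on the wild-type libraries. With wild-type library A left out, 393 genes were at least 1.5-fold higher and 673 lower, and with wild-type library B left out, 1212 were higher and 1123 lower.

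**Figure D2:**
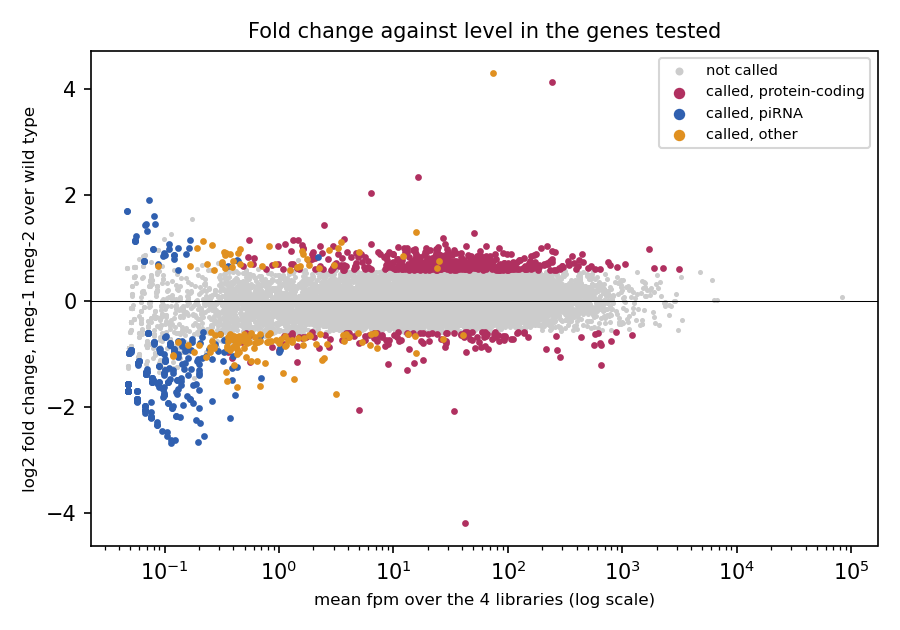
Log2 fold change of *meg-1 meg-2* over wild type (y axis) against the mean of the 4 libraries in fpm (x axis, log scale) for the 13060 tested genes. Each point is a gene, in grey where it was not called and in colour by gene class where it was called. The 279 piRNA genes called lower lie at low fpm, and the 475 protein-coding genes called higher lie mostly at higher levels.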

**Fig. 5.**
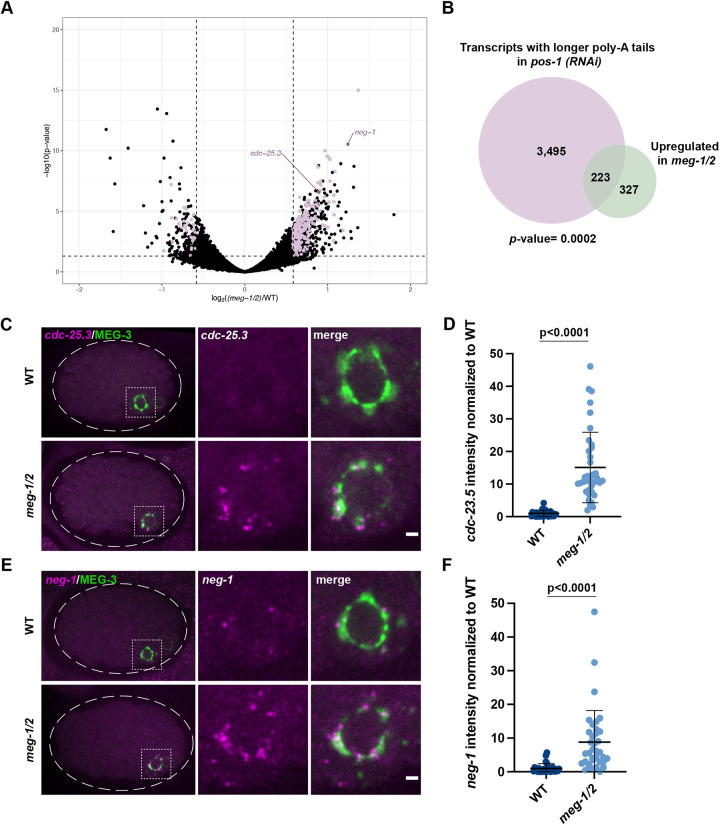
***meg-1/2* are required for the turnover of a subset of POS-1 targets.** (A) RNA-seq from two independent experiments comparing *meg-1 meg-2* (RNAi) and wild-type embryos identified 230 downregulated and 550 upregulated genes (±1.5 fold change). Purple dots correspond to genes significantly down/upregulated in *meg-1 meg-2* embryos that also exhibited longer poly-A tails in *pos-1(RNAi)* embryos (Elewa et al., 2015). (B) A total of 223 genes upregulated in *meg-1 meg-2* embryos overlap with genes with poly-A tails extended in *pos-1*(RNAi) embryos. *P*=0.0002 (Fisher's exact test; Materials and Methods). (C,E) Photomicrographs of *cdc-25.3* and *neg-1* smFISH in embryos expressing the P granule marker MEG-3::GFP. Inset shows P_4_. *cdc-25.3* and *neg-1* are turned over less efficiently in *meg-1 meg-2* P_4_ blastomeres. Dashed white line indicates embryo boundary. Dashed square indicates P_4_. (D,F) Intensity of *cdc-25.3* and *neg-1* in P_4_ normalized to wild type. *In situs* for *cdc-25.3* and *neg-1* were done in the same embryos in two independent experiments in which mutant and control animals were processed in parallel. Wild type *n*=29; *meg-1/2 n*=38. Data are mean±s.d. Unpaired two-tailed *t*-test was used to make comparisons between genotypes. Scale bars: 1 µm.

Elewa et al. (2015) identified 3726 transcripts that display longer poly-A tails in *pos-1*(RNAi) embryos compared with wild-type (‘deadenylated POS-1 targets’), of which 3718 were detected in our RNA-seq. Of those genes upregulated in *meg-1 meg-2* embryos, 40% (223/550) were among these deadenylated POS-1 targets (Fig. 5B; Table S3). Assuming a total pool of 11,121 transcripts that can be detected by these analyses in early embryos (see Materials and Methods), we found this overlap to be significant (Fisher's exact test, *P*=0.0002). In comparison, the overlap between transcripts downregulated in *meg-1 meg-2* embryos and deadenylated POS-1 targets (30/3718 transcripts; *P*=1) or adenylated POS-1 targets [transcripts with shorter poly-A tails in *pos-1*(RNAi); 17/1307; *P*=0.99] was not significant (see next section). 

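The deposited FPKM values were compared with the limit of 0.002178852 FPKM. In *meg-1 meg-2*, the mean of both libraries reached this limit for 12823 genes of every class, of which 10957 were protein-coding, 700 were piRNA genes and 114 were absent from the WBcel235 annotation. The number of protein-coding genes was 10741 when each *meg-1 meg-2* library had to reach the limit and 11041 when the mean of all 4 libraries was used. It was 10906 without *meg-1 meg-2* library A and 10980 without library B. In the authors' deposited table, 10094 genes carry an adjusted *P*-value, 9824 of them protein-coding. Of the 10957 protein-coding genes in the pool, 1259 carry none. A gene without an adjusted *P*-value could not be called by that criterion. The list of poly-A tail changes in *pos-1(RNAi)* embryos was not analysed here, so the overlap itself was not computed.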

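Most of the rises in *meg-1 meg-2* embryos were small. The 553 genes called higher had a median log2 fold change of 0.70, and 507 of them rose by less than 1 on the log2 scale. In the authors' deposited table, 538 genes are higher at the same fold change with an adjusted *P*-value below 0.05, and 425 genes were higher in both. For genes that were lower, the overlap was 109 of the 515 genes with the 224 of the authors' deposited table. The rises were larger against wild-type library A than against wild-type library B. Without library A, 276 of the 553 genes were still at least 1.5-fold higher, and without library B, 535 were. The paper reasons that the transcripts that rise overlap more than chance allows with transcripts that keep longer poly-A tails in *pos-1(RNAi)* embryos, whereas the transcripts that fall do not (Fig. 5B).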

We conclude that MEG-1 and MEG-2 contribute to the turnover of a subset of maternal mRNAs also targeted by POS-1 for deadenylation.

*neg-1* and *cdc-25.3* are two transcripts among the 223 potential targets shared between POS-1 and MEG-1. *neg-1* and *cdc-25.3* are maternally deposited and turned over in all lineages by the 28-cell stage (Fig. S6A,B; Tintori et al., 2016; Elewa et al., 2015). 

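In whole-embryo RNA, *neg-1* (chromosome V, 4373754 to 4374874 of WBcel235, minus strand) had 390 and 449 reads in the wild-type libraries and 853 and 767 reads in the *meg-1 meg-2* libraries. Its level was 16.0±1.68 fpm (SD, *n*=2) in wild type and 38.0±0.311 fpm (SD, *n*=2) in *meg-1 meg-2*, a 2.37-fold rise. The log2 fold change was 1.19 (standard error 0.12, limma adjusted *P*=0.0166). *cdc-25.3* (chromosome III, 8916351 to 8917929, minus strand) rose from 74.5±13.0 fpm (SD, *n*=2) to 138±10.7 fpm (SD, *n*=2), or 1.86-fold, with a log2 fold change of 0.89 (standard error 0.14, limma adjusted *P*=0.0323). Each rise exceeded the spread between libraries of one genotype, and both *meg-1 meg-2* libraries were above both wild-type libraries. Both transcripts are maternal, so younger embryos in the *meg-1 meg-2* collections would also raise them. No label gives the stage of each collection, and this was not excluded. When any 1 library was left out, the log2 fold change stayed between 1.09 and 1.30 for *neg-1* and between 0.71 and 1.06 for *cdc-25.3*. In the authors' deposited table, the log2 fold change is 1.24 for *neg-1* (adjusted *P*=2.87e-11) and 0.89 for *cdc-25.3* (adjusted *P*=2.64e-07). Each gene overlaps a protein-coding gene on the opposite strand, *fipp-1* and *trxr-2*, and the paper's text does not name the strand setting of the read counting. The paper names these transcripts as potential targets shared between POS-1 and MEG-1.

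**Figure D3:**
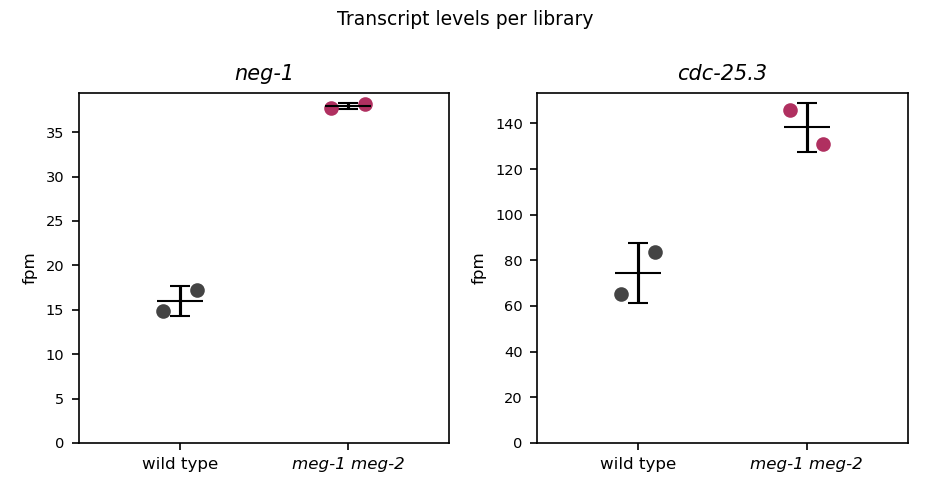
Level of the *neg-1* and *cdc-25.3* transcripts (y axis, fpm) in wild-type and *meg-1 meg-2* embryos (x axis). Points are single libraries, and the horizontal line and error bars are the mean and SD (*n*=2). The means rose from 16.0 to 38.0 fpm for *neg-1* and from 74.5 to 138 fpm for *cdc-25.3*.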

In *meg-1 meg-2* embryos, but not in *meg-3 meg-4* embryos, *neg-1* and *cdc-25.3* transcripts were still detected in P_4_ in the 28-cell stage (Fig. 5C-F; Fig. S6C,D). These observations confirm that *meg-1/2* activity is required for the efficient turnover of a subset of POS-1-regulated transcripts.

### *meg-1 meg-2* embryos fail to express efficiently transcripts activated by POS-1 for translation in P_4_

In addition to promoting deadenylation of a subset of maternal transcripts, POS-1 is also required to extend the poly-A tail of a different group of maternal transcripts that are translationally activated in embryos, including *nos-2*, *Y51F10.2* and *xnd-1* (Elewa et al., 2015)*.* These transcripts code for factors required for germ cell fate and are translationally repressed in the P_0_, P_1_, P_2_ and P_3_ blastomeres and translationally activated in P_4_ (Subramaniam and Seydoux, 1999; Lee et al., 2020; Mainpal et al., 2015). It has been confirmed that translational activation of *nos-2* and *Y51F10.2* requires POS-1 (D'Agostino et al., 2006; Jadhav et al., 2008; Lee et al., 2020).

We used *in situ* hybridization and immunofluorescence to examine transcript and protein levels in P_4_ of wild-type, *meg-1 meg-2*, *meg-3 meg-4* and *meg-1 meg-2 meg-3 meg-4* embryos (Fig. 6). We found that for all three transcripts, RNA levels were lowest in the *meg-3 meg-4* mutants, consistent with a dependence on P granules for enrichment in P_4_. RNA levels were also reduced in *meg-1 meg-2* mutants compared with wild-type, suggesting that MEG-1/2 also contribute to RNA enrichment either directly or indirectly through an effect on P granule segregation, as P granules are also inefficiently segregated in these mutants (Fig. S1D). Adjusting for RNA levels, we found that protein output was reduced in *meg-1 meg-2* and elevated in *meg-3 meg-4* compared with wild-type (Fig. 6B,D,F). These differences did not correlate with POS-1 protein levels in P_4_, which were similar in these mutants (Fig. 4A,B). Consistent with *meg-1 meg-2* and *meg-3 meg-4* acting in parallel, protein levels were lowest in embryos depleted of all four meg genes compared with either double combination. Together, these observations suggest that *meg-1 meg-2* and *meg-3 meg-4* contribute independently to expression of maternal transcripts in P_4_, with MEG-3/4 acting primarily by boosting RNA levels and MEG-1/2 primarily by boosting protein output.

**Fig. 6.**
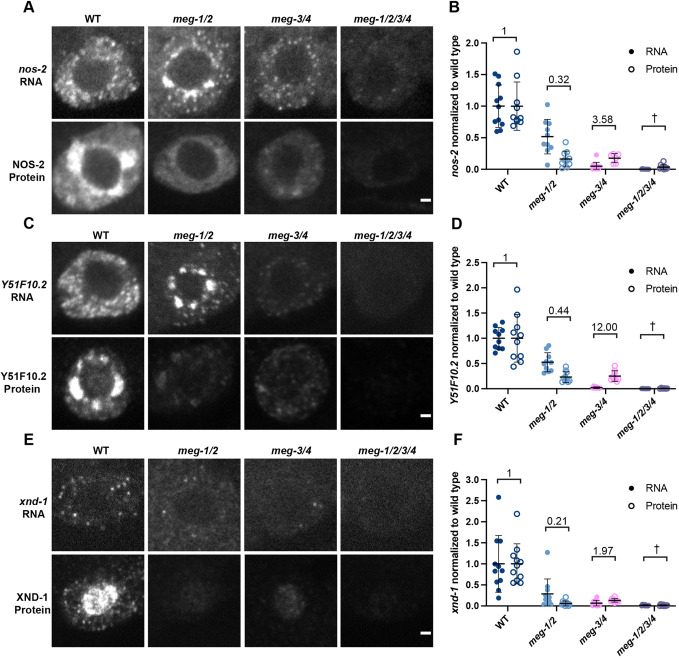
***meg-1/2* are required for efficient translation of maternal mRNAs coding for germ cell fate determinants.** (A,C,E) Photomicrographs of P_4_ in embryos of the indicated genotypes comparing *nos-2*, *Y51F10.2* and *xnd-1* RNA and protein levels. In all cases, the RNA is partially reduced in *meg-1 meg-2* mutants, and significantly reduced in *meg-3 meg-4* and *meg-1 meg-2 meg-3 meg-4*. In contrast, the protein levels of *meg-1 meg-2* and *meg-3 meg-4* are similar. In A and C, *nos-2* and *Y51F10.2* RNAs enrich in bright perinuclear puncta in *meg-1 meg-2* mutants; however, the total RNA levels in P_4_ were lower. (B,D,F) Intensity of RNA and protein, normalized to wild type. The ratio of protein to RNA levels in each genotype is indicated. In *meg-1 meg-2*, the ratio is decreased, while in *meg-3 meg-4* it is increased. Due to the very low levels of RNA present in *meg-1 meg-2 meg-3 meg-4* embryos we were unable to calculate the protein/RNA ratio (†). Quantification for each genotype is from one experiment in which mutant and control animals were processed in parallel. For *nos-2* RNA: wild type *n*=11, *meg-1/2 n*=10, *meg-3/4 n*=12, *meg-1/2/3/4 n*=12. For NOS-2 protein: wild type *n*=10, *meg-1/2 n*=10, *meg-3/4 n*=6, *meg-1/2/3/4 n*=9. For *Y51F10.2* RNA: wild type *n*=10, *meg-1/2 n*=10, *meg-3/4 n*=10, *meg-1/2/3/4 n*=9. For Y51F10.2 protein: wild type *n*=10, *meg-1/2 n*=10, *meg-3/4 n*=9, *meg-1/2/3/4 n*=6. For *xnd-1* RNA: wild type *n*=11, *meg-1/2 n*=11, *meg-3/4 n*=10, *meg-1/2/3/4 n*=10. For XND-1 protein: wild type *n*=11, *meg-1/2 n*=11, *meg-3/4 n*=10, *meg-1/2/3/4 n*=11. Data are mean±s.d. Scale bars: 1 µm.

In wild type, *nos-2* and *Y51F10.2* RNAs enrich in P granules through P_3_ and become cytoplasmic in P_4_ coincident with translational activation (Lee et al., 2020). *xnd-1* is a much less abundant transcript which precluded us from evaluating its partitioning between P granules and the cytoplasm (Fig. 6E). Consistent with reduced translational activation in P_4_, we observed that *nos-2* and *Y51F10.2* remained enriched in a perinuclear pattern in *meg-1 meg-2* embryos, as also observed in *pos-1* embryos (Lee et al., 2020; Parker et al., 2020) (Fig. 6A,C; Fig. S7). As mentioned above, *nos-2* and *Y51F10.2* exhibited a higher protein output in P_4_ in *meg-3 meg-4* embryos compared with wild-type and *meg-1 meg-2* embryos (Fig. 6B,D), suggesting that assembly into P granules dampens translational activation. We could not determine translational output in *meg-1 meg-2 meg-3 meg-4* owing to the extremely low levels of RNA in P_4_ in these mutants. We conclude that *meg-1 meg-2* are required for maximal translation activation of POS-1 targets in P_4_, which is antagonized by *meg-3 meg-4*.

### P_4_ adopts a mixed fate that resembles a muscle progenitor in *meg-1 meg-2* mutants

In *pos-1* mutants, P_4_ descendants develop as muscle precursor cells that express the myoD homolog *hlh-1* (Tabara et al., 1999). To determine whether a similar cell fate transformation occurs in *meg-1 meg-2* mutants, we examined the expression of *hlh-1* and the PGC zygotic transcript *xnd-1* (Mainpal et al., 2015) by *in situ* hybridization using a P granule marker to identify P_4_ descendants. We observed *hlh-1* transcripts in P_4_ descendants in 21/23 bean-to-comma-stage *meg-1 meg-2* embryos examined, compared with 0/21 wild-type embryos examined (Fig. 7A). In addition, we failed to observe robust activation of *xnd-1* in 16/24 *meg-1 meg-2* embryos (Fig. 7B). P_4_ descendants, however, did not express detectable muscle myosin, suggesting that they are not fully transformed to muscle (Fig. S8A).

**Fig. 7.**
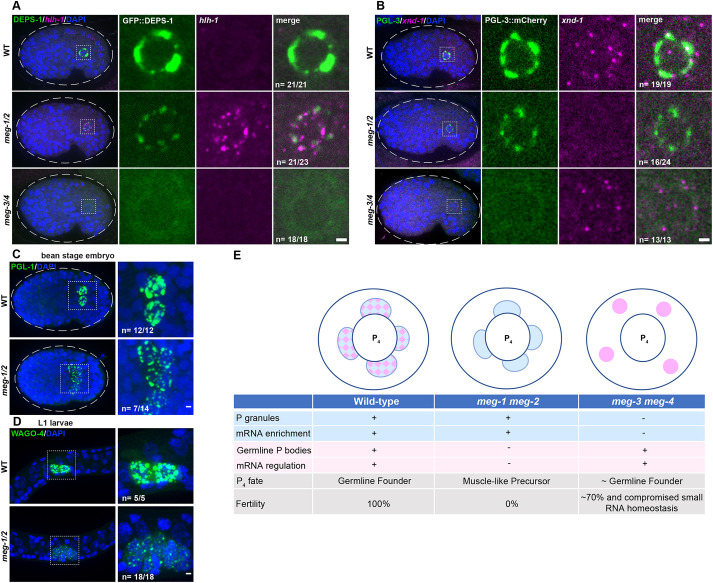
**Primordial germ cells exhibit somatic-like characteristics in *meg-1 meg-2* mutants.** (A) Photomicrographs of bean-stage embryos of the indicated genotypes expressing DEPS-1::GFP and probed for *hlh-1* RNA. Inset depicts a primordial germ cell. Embryos were scored from one independent experiment in which mutant and control animals were processed in parallel. All wild-type (21/21) and *meg-3 meg-4* (18/18) bean-to-comma-stage embryos did not express *hlh-1*, while 21/23 *meg-1 meg-2* did express *hlh-1*. (B) Photomicrographs of bean-stage embryos of the indicated genotypes expressing PGL-3::mCherry and probed for *xnd-1* RNA (which is transcribed in PGCs at this stage). Inset depicts a primordial germ cell. Embryos were scored from two independent experiments for *meg-1 meg-2* and one experiment for *meg-3 meg-4* in which mutant and control animals were processed in parallel. All wild-type (19/19) and *meg-3 meg-4* (13/13) bean-stage embryos expressed *xnd-1*, while 16/24 *meg-1 meg-2* embryos did not express *xnd-1*. (C) Maximum projections of bean-stage embryos of the indicated genotypes stained for PGL-1. Inset shows the primordial germ cells. Embryos were scored from one experiment in which mutant and control animals were processed in parallel. All wild-type embryos (12/12) had two PGL-1-positive cells and 7/14 *meg-1 meg-2* embryos had more than two PGL-1-positive cells. Dashed white line indicates embryo boundary. Dashed square indicates P_4_ descendants. (D) Maximum projections of germ cells from unfed L1 larvae expressing the germ granule marker 3×FLAG::GFP::WAGO-4. Embryos were scored from one experiment in which mutant and control animals were processed in parallel. All wild-type embryos (5/5) had two WAGO-4-positive cells and all *meg-1 meg-2* embryos (18/18) had more than two WAGO-4-positive cells. (E) Working model: schematic and table summarizing P_4_ phenotypes based on this study and on Wang et al. (2014) and Ouyang et al. (2019). P granules are depicted in blue, germline P-body in pink and their merge in a checkered pattern. Note that P granule and germline P-body proteins also exist in a more dilute state in the cytoplasm. See text for additional details. Scale bars: 1 µm.

In wild type, P_4_ divides symmetrically to generate the primordial germ cells Z2 and Z3 by the 100-cell stage. These cells remain non-proliferative during embryogenesis and only divide in L1 larvae after the onset of feeding. In *meg-1 meg-2* mutants, we observed more than two P granule-positive cells in 50% of bean-to-comma-stage embryos (Fig. 7C) and in 100% of non-fed L1 larvae stage (Fig. 7D). The extra P granule-positive cells were not due to mis-segregation of P granules to the D blastomere (Fig. S8B) and were first detected at around the 35-45 cell stage, consistent with premature division of P_4_ (Fig. S8C). We conclude that, in *meg-1 meg-2* mutants, P_4_ adopts a mixed fate that resembles that of a muscle progenitor.

The *meg-1 meg-2* phenotype contrasts with that of *meg-3 meg-4* embryos, in which P_4_ does not proliferate prematurely and Z2 and Z3 express *xnd-1* and do not express *hlh-1* despite the absence of maternal P granules (Fig. 7A,B; Wang et al., 2014). Approximately 70% of *meg-3 meg-4* mutants are fertile, in contrast to *meg-1 meg-2* mutants, which are 100% sterile (Leacock and Reinke, 2008; Wang et al., 2014).

## DISCUSSION

In this study, we demonstrate that the germ plasm of *C. elegans* contains two condensate types, P granules and germline P-bodies. Each rely on a different pair of intrinsically-disordered proteins for efficient accumulation in the germline founder cell P_4_: P granules depend on MEG-3 and MEG-4 and germline P-bodies depend on MEG-1 and MEG-2. We used these distinct genetic requirements to distinguish the contribution of each condensate to germ cell fate (Fig. 7E). P granules enrich regulators of small RNA homeostasis (Ouyang et al., 2019; Dodson and Kennedy, 2019) and maternal mRNAs but are not required for maternal mRNA regulation (Lee et al., 2020 and this study). mRNA regulation depends on ‘germline P-bodies’, which promote the translation of mRNAs coding for germline determinants and the turnover of mRNAs coding for somatic determinants. We propose that the germ cell fate-specifying ‘germ granules’ of *C. elegans* are assemblies of at least two distinct condensates, P granules and germline P-bodies, which enrich and regulate, respectively, maternal mRNAs in the germline founder cells.

### Germline P-bodies and P granules are two types of condensates that require MEG proteins for stabilization in the embryonic germ lineage

P granules were the first characterized condensates in the *C. elegans* germ plasm (Strome and Wood, 1982). P granules consist of a dense liquid core, assembled by PGL proteins, surrounded by interfacial nanoscale RNA-rich solid clusters assembled by intrinsically-disordered proteins MEG-3 and MEG-4 (Folkmann et al., 2021). In this study, we describe a second condensate type, germline P-bodies, that contains regulators of mRNA adenylation and decapping, the RNA-binding protein POS-1, and MEG-1 and MEG-2, two intrinsically-disordered proteins related to MEG-3 and MEG-4. Germline P-body components assemble in complex patterns around P granules in early P blastomeres and merge with each other and P granules in P_4_. In embryos lacking P granules (*meg-3 meg-4* mutants), germline P-bodies can be visualized in P_4_ as discrete SL1+ poly-A− cytoplasmic puncta that are also positive for MEG-1, POS-1 and the canonical P-body markers CGH-1 (DDX6) and EDC-3. In the absence of *meg-1 meg-2*, CGH-1 and EDC-3 levels are reduced and maternal mRNA regulation fails, despite normal P granule assembly and POS-1 levels (Fig. 7E).

How MEG-1/2 stabilize germline P-body components remains unclear. Unlike MEG-3/4 which are required for the asymmetric segregation of P granules from the zygote stage onward, MEG-1/2 do not appear to affect the distribution of germline P-body components until after the eight-cell stage. P-body components (CGH-1 and EDC-3) are initially segregated to all cells and coalesce into puncta in somatic cells coincident with the onset of maternal mRNA degradation (Gallo et al., 2008). MEG-1/2 do not affect P-body assembly in somatic cells but are required for stabilization of CGH-1 and EDC-3 specifically in P_4_ at the embryonic stage when CGH-1 is rapidly cleared from somatic lineages. In *Drosophila* embryos, the DDX6/4-ET-like complex (ME31B/Cup) is targeted for degradation by the E3 ubiquitin ligase complex CTLH and Marie Kondo (UBC-E2H), an E2 conjugating enzyme (Cao et al., 2020; Zavortink et al., 2020). It will be interesting to determine whether homologs of these factors promote CGH-1 turnover in *C. elegans* and how MEG-1/2 might oppose these activities in P_4_.

In contrast to somatic blastomeres, which activate zygotic transcription by the four-cell stage, P blastomeres remain transcriptionally silent until the birth of the daughters of P_4_, the primordial germ cells Z2 and Z3 (100-cell stage). We suggest that MEG-enhanced condensation of P granules and germline P-bodies serves as a mechanism to concentrate maternally-provided mRNAs and their regulators in germ plasm to ensure that P_4_ inherits sufficient machinery to initiate the maternal-to-zygotic transition. The MEG-1/2 and MEG-3/4 paralog pairs appear to have diverged such that MEG-1/2 interact preferentially with P-body components and MEG-3/4 interact preferentially with P granule components. MEG-3/4, but not MEG-1/2, contain an HMG-like domain essential for MEG-3/4 clusters to associate with the surface of PGL condensates (Schmidt et al., 2021). MEG-3/4 stabilize PGL condensates by lowering their surface tension (Folkmann et al., 2021); it remains to be determined whether MEG-1/2 function similarly or by another mechanism.

### Germline P-body proteins control maternal mRNA regulation in the germline founder cell P_4_

The birth of the P_4_ blastomere appears to coincide with a major transition in maternal mRNA regulation in the P lineage as evidenced by: (1) coalescence of germline P-bodies containing deadenylated mRNAs, (2) degradation of transcripts coding for somatic factors, and (3) translation of transcripts coding for germ cell fate determinants. We suggest that regulators of mRNA adenylation and decapping that enrich in P-bodies drive this transition in P_4_ by targeting maternal mRNAs for de-adenylation/degradation or adenylation/translation, depending on the combination of RNA-binding proteins, including POS-1, bound to 3′ UTRs. The poly-A polymerase subunits GLD-2 and GLD-3 are enriched in MEG-1 immunoprecipitates and have been reported to enrich in granules in germ plasm (Wang et al., 2002; Eckmann et al., 2002). It will be interesting to determine whether GLD-2/3 also localize to germline P-bodies and are responsible for the translational activation of transcripts such as *nos-2*, *Y51F10.2* and *xnd-1*.

The birth of P_4_ also coincides with the apparent mixing of germline P-bodies and P granules and the release of *nos-2* and *Y51F10.2* mRNAs from P granules coincident with their translational activation. This is also the stage where Z granules and SIMR-1 foci appear to de-mix from P granules to form the multi-condensate nuage characteristic of pre-gametic germ cells (Wan et al., 2018; Uebel et al., 2021). These observations suggest a dramatic switch in the material properties of condensates in the transition from P_3_ to P_4_. We do not know whether these changes arise as a cause, or consequence, of the changes in mRNA regulation that also occur at this stage. In principle, segregation of maternal mRNAs and their regulators into distinct condensates that eventually merge in P_4_ could be used as a physical mechanism to control RNA-protein interactions. Alternatively, changes in condensation patterns could derive from changes in the composition and solubility of complexes dispersed throughout the cytoplasm. We favor the latter as: (1) RNAs and proteins enriched in P granules and P-bodies are also found dispersed throughout the cytoplasm and (2) failure to assemble P granules does not prevent timely translational regulation of mRNAs enriched in P granules. We suggest that the complex condensation patterns of germline P-body components in early P blastomeres, and apparent ‘mixing’ with P granules in P_4_, are mesoscale manifestations of molecular-scale rearrangements that occur throughout the cytoplasm and eventually culminate in the targeting of the P-body machinery onto maternal mRNAs in P_4_. What regulates these changes during developmental time remains a mystery. The significance of the close association of germline P-bodies with P granules is also unclear and may reflect the fact that the two condensate types likely share some components such as POS-1, which depends on both MEG-1/2 and MEG-3/4 for maximal segregation to P_4_ (Fig. 4B).

### A conserved role for P-body proteins in specifying germ cell fate

In *meg-1 meg-2* mutants, P_4_ descendants divide precociously, fail to activate the transcription of the germ cell transcript *xnd-1* and activate instead the transcription of the muscle transcription factor *MYOD* homolog *hlh-1*. These observations suggest a transformation to a muscle progenitor fate, such as that normally adopted by the sister of P_4_, the somatic blastomere D. This fate transformation occurs despite maintenance of P granules in Z2 and Z3 and their descendants, confirming that P granules are neither sufficient nor required to specify germ cell fate in primordial germ cells (Gallo et al., 2010; Strome et al., 1995). A similar P_4_→D fate transformation was reported for *pos-1* mutants (Tabara et al., 1999). The apparent P_4_→D fate transformation is likely incomplete as Z2 and Z3 descendants do not express muscle myosin, remain in their normal central position in embryos and first-stage larvae, and stall proliferation during the first larval stage. *meg-1 meg-2* fail to efficiently translate NOS-2 and Y51F10.2, two proteins implicated, respectively, in mRNA and protein turnover (Subramaniam and Seydoux, 1999; Kipreos, 2005). We have shown previously that the sterility of embryos lacking Nanos could be rescued by reducing the activity of maternal LIN-15B, a soma-promoting transcription factor expressed in oocytes (Lee et al., 2017). Similarly, the germ cell proliferation defect of *meg-1 meg-2* larvae could be rescued partially by reducing GLD-1 activity (Kapelle and Reinke, 2011), an RNA-binding protein required for oocyte development and expressed in early P blastomeres (Francis et al., 1995; Jones et al., 1996). Together, these observations suggest that a key step to specify P_4_ as the germline founder cell is to program germline P-bodies to eliminate maternal factors that function during oogenesis.

The germline P-bodies we describe here share several features with the recently described ‘founder granules’ in *Drosophila* germ plasm. Founder granules contain mRNA for ME31B, the decapping factor DCP1 and Oskar, which, although required for germ plasm assembly in oocytes, must be degraded in embryos for proper germline development (Eichler et al., 2020). ME31B has been proposed to enrich in germ plasm independently of the canonical Oskar polar granule assembly pathway (McCambridge et al., 2020), as we demonstrate here for germline P-bodies, which assemble independently of P granules. Founder granules, however, have not yet been implicated in the translational activation of Nanos and other mRNAs enriched in polar granules, as we suggest here for germline P-bodies.

A role for P-bodies in early germ cell development has also been suggested by studies in mice. The mammalian Nanos homolog NANOS2 localizes to P-bodies, interacts with the CCR4-NOT1 deadenylation complex, and promotes mRNA degradation and the male germ cell fate program in mice (Suzuki et al., 2010; Shimada et al., 2019; Wright et al., 2021). DDX6/Me31B RNA helicases have also been implicated in the differentiation of various stem cell populations in human, mouse and *Drosophila* (Di Stefano et al., 2019; Nicklas et al., 2015; Jensen et al., 2021). Together, these studies suggest a conserved role for P-bodies as essential regulators of cell fate transitions in progenitors of the germline and beyond.

### Limitations of the study

We inferred a requirement for P-body activity in embryonic germ cells through our analyses of *meg-1 meg-2* mutants, which fail to stabilize germline P-bodies and regulate maternal mRNAs in P_4_. We did not test directly, however, for a requirement for P-body enzymatic activity, as mutants in key P-body proteins arrest development before the birth of P_4_. For example, RNAi reduction of the scaffold NTL-1 leads to early embryonic division defects, presumably because P-bodies also regulate the fate of mRNAs in somatic blastomeres (Gallo et al., 2008). The helicase CGH-1 stabilizes translationally repressed mRNAs during oogenesis and is essential for the production of mature oocytes that support normal embryogenesis (Boag et al., 2008; Noble et al., 2008). A CGH-1 temperature-sensitive mutant is available (Scheckel et al., 2012), which could potentially allow us to bypass an earlier requirement for CGH-1, but initial experiments proved inconclusive. Although we demonstrate that MEG-1 can be immunoprecipitated from lysates in a complex with POS-1 and a subset of P-body proteins, we have not investigated whether MEG-1 binds directly to these proteins or interacts indirectly by binding RNA for example. We also do not address whether MEG-1/2 or germline P-bodies are merely required (permissive) or are sufficient (instructive) to specify germ cell fate. MEG-1/2 enrich preferentially into P blastomeres from the zygote-stage onward; mutations that prevent this localization may help determine whether MEG-1/2 play a permissive or instructive role in germ cell fate specification.

## MATERIALS AND METHODS

### Worm handling, RNAi and sterility counts

*C. elegans* were cultured according to standard methods (Brenner, 1974). Strains used in this study are listed in Table S4. RNAi knockdown experiments were performed by feeding on HT115 bacteria (Timmons and Fire, 1998). The empty pL4440 vector was used as a negative control. Bacteria were grown at 37°C in LB+ampicillin (100 µg/ml) media for 5 h, induced with 5 mM IPTG for 30 min, plated on NNGM (nematode nutritional growth media)+ampicillin (100 µg/ml)+IPTG (1 mM) plates, and grown overnight at room temperature. L4 hermaphrodites were put onto RNAi plates and fed overnight at 25°C, and then shifted back to 20°C for at least 1 h before proceeding with further experiments. Effectiveness of knocking down meg genes was verified by scoring the sterility of adult progeny of the worms exposed to RNAi.

To culture larger numbers of worms, worm cultures were started from synchronized L1s (hatched from embryos incubated in M9 overnight) onto NA22 or RNAi bacteria containing plates and grown to gravid adults at 20°C. Early embryos were harvested from gravid adults.

To measure maternal-effect sterility of the *meg-1 meg-2(ax4532)* strain, 20 gravid adults from a mixed heterozygous population were singled out onto individual OP50 plates. Worms were allowed to lay eggs for 5 h, then removed and genotyped by PCR. Adult progeny were scored for empty uteri (white sterile phenotype).

### CRISPR genome editing

Genome editing was performed using CRISPR/Cas9 as described in Paix et al. (2017). The *meg-1 meg-2* ORF was deleted with two guide RNAs targeting the following sequences: 1, TGAGCGGCGATGGATAATCG; 2, AGTCAAAATTAGTTGCTGGG. Deletion of *meg-1 meg-2* was confirmed by Sanger sequencing. This strain (JH3875) is maintained as a heterozygote because the homozygous *meg-1 meg-2* deletion is 100% maternal effect sterile.

### RNA extraction and preparation of mRNA-seq library

For each replicate, 26,000 synchronized L1 worms were plated on HT115 bacteria transformed with either L4440 (control) or *meg-2* RNAi and grown at 20°C until the young adult stage. Adult worms were collected by filtering and the embryos were harvested by bleaching. Embryo pellets were flash frozen in liquid nitrogen. RNA was extracted with TRIzol reagent and chloroform. RNA was then concentrated and purified using a Zymo RNA Clean & Concentrator kit.

For mRNA-seq library preparation, 1 µg of total RNA was treated with Ribo-Zero Gold rRNA Removal Kit. A 1:100 dilution of ERCC RNA Spike-in Mix was added. Libraries were prepared using the TruSeq stranded total RNA library Prep Kit with 12 cycles of PCR amplification. All sequencing was performed using the Illumina HiSeq2500 at the Johns Hopkins University School of Medicine Genetic Resources Core Facility.

### mRNA-sequencing analysis

Sequencing reads were aligned to the UCSC ce10 *C. elegans* reference genome using HISAT2 (Kim et al., 2015). 

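The recovered reads were put through DESeq2 again as a check of the recovery. Over the 28209 genes with a fold change in the authors' deposited table, the largest difference in log2 fold change was 5.29e-10. Adjusted *P*-values were present for the same 10094 genes, and their log10 values differed by at most 2.55e-06. Counts for 13060 genes were also simulated, with 200 genes changed by 2-fold. The changed genes were drawn from those at or above the median fpm, so recovery of genes with few reads was not tested. Every library was given the same spread, unlike the real libraries. DESeq2 recovered 99.5% of the changed genes. Of the unchanged genes, 0.381% passed a 1.5-fold change and an unadjusted *P*-value below 0.05. On the 12763 simulated genes that passed the FPKM limit, limma recovered 99.0% and called 1.70% of the unchanged genes. After Benjamini-Hochberg adjustment, 19 of limma's 199 calls were false, against 3 of 201 for DESeq2 and 4 of 202 for edgeR. In this simulation, limma's adjusted calls thus held more false ones than those of the count models.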

Reads aligning to genetic features were then counted using HTSeq-count (Anders et al., 2015) and analyzed for differential expression analysis using DESeq2 (Love et al., 2014). Genes differentially expressed in wild-type versus *meg-1 meg-2* embryos are listed in Table S3.

### Immunoprecipitation

For each replicate for mass spectrometry analysis, 1×10^6^ synchronized L1 worms were grown on NA22 bacteria at 20°C until the young adult stage. For immunoprecipitation (IP) to compare MEG-1::GFP and MEG-3::GFP by western blotting, four times as many MEG-3::GFP embryos were collected as MEG-1::GFP embryos, because MEG-1 is approximately four times more abundant than MEG-3 (Saha et al., 2016). Adult worms were collected by filtering and the embryos were harvested by bleaching. Embryos were washed and flash frozen in IP buffer [300 mM KCl, 50 mM HEPES (pH 7.4), 1 mM EGTA, 1 mM MgCl_2_, 1% glycerol, 0.1% NP-40] with 2× freshly prepared protease inhibitor mix #1 and mix #2 (100× protease inhibitor mix #1 contained 3 mg/ml antipain, 5 mg/ml leupeptin, 10 mg/ml benzamidine, 25 mg/ml AEBSF and 1 mg/ml phosphoramidon diluted in PBS; 100× protease inhibitor mix #2 contained 5 mg/ml aprotinin, 4 mM bestatin, 1 mg/ml E64 and 1 mg/ml trypsin inhibitor diluted in water). Thawed embryos were sonicated on ice using a Branson Digital Sonifier SFX 250 with a microtip (15 s on, 45 s off, 15% power, 6 min total on time or until embryos were completely lysed) and cleared by centrifugation at 4°C for 30 min at 21,000 ***g***.

For the IP, 150 µl of anti-GFP nanobody conjugated to magnetic beads (Chromotek; gtma-10) were incubated with the lysates at 4°C for 90 min. The unbound fraction was removed and the beads were washed five times with ice-cold IP buffer. The bound fraction was eluted by boiling the beads in 1% SDS with 50 mM Tris-HCL (pH 7.4) for 5 min.

### Western blotting

For western blotting, 1 M DTT and NuPAGE LDS sample buffer (4×) were added to lysates to a final concentration of 200 mM DTT and 1× NuPAGE LDS sample buffer. Samples were boiled for 5 min and run on 4-12% Bis-Tris gels in MES buffer. Samples were transferred to a PVDF membrane. Membranes were blocked in PBS with 0.1% Tween 20 and 5% non-fat dry milk (PBST+5% milk). Membranes were incubated in primary antibodies diluted in PBST+5% milk overnight at 4°C. Membranes were washed three times for 10 min in PBST and then incubated with secondary antibodies diluted in PBST+5% milk at room temperature for 1 h. Membranes were washed again three times for 10 min in PBST and visualized with Pierce ECL Western Blotting Substrate (Thermo Fisher Scientific; 32106) or SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific; 34095) and the KwikQuantTM Imager (Kindle Biosciences).

Primary antibodies and concentrations used were: mouse anti-GFP Living Colors (JL-8) (Takara Biosciences; 632381; 1:500), mouse anti-α-Tubulin (Sigma-Aldrich; T6199; 1:1000) and rabbit anti-POS-1 (a gift from Tom Evans; Barbee and Evans, 2006; 1:500).

### Mass spectrometry

Mass spectrometry was performed by the Johns Hopkins Medical Institute (JHMI) Mass Spectrometry and Proteomics Facility. Samples were reduced with DTT, alkylated with iodoacetamide, TCA/acetone precipitated, and in solution digested with trypsin. Samples were analyzed by liquid chromatography (LC) tandem mass spectrometry (MS) (LC-MS-MS) on Q-Exactive Plus (Thermo Fisher Scientific) in FTFT at resolution 140K/35K with total 120 min gradient.

### Mass spectrometry data analysis

Raw data were processed and analyzed using MaxQuant (2.0.3.0) software (Tyanova et al., 2016a). Default settings were used except that ‘Match between runs’ was turned on. Search parameters were as follows: cysteine carbamidomethyl was included as a fixed modification, and variable modifications included oxidation of methionine, protein N-terminal acetylation, deamidation of glutamine and asparagine, and phosphorylation of serine, threonine and tyrosine, and the maximum number of modifications per peptide was set to four. Trypsin was used as the digestion enzyme, a maximum of two missed cleavages were allowed, and the minimal peptide length was set to seven amino acids. Database search was performed against Uniprot *C. elegans* database (UP000001940_6239.fasta). False discovery rate (FDR) was set to 1% at peptide spectrum match (PSM) and protein level. Minimum peptide count required for protein quantification was set to two. Protein groups were further analyzed using Perseus (Tyanova et al., 2016b). Common contaminants, reverse proteins and proteins only identified by site were filtered out. Label free quantitation (LFQ) values were log_2_ transformed. Unpaired two-tailed *t*-tests were performed.

### Immunostaining

Embryos were extruded from adult animals and subjected to freeze-crack on 0.01% poly-lysine coated slides followed by fixation in −20°C methanol ≥15 min. Slides were blocked in PBS with 0.1% Tween 20 (PBST) and 0.1% bovine serum albumin (BSA) (PBST+BSA) for 1 h. Slides were incubated in primary antibodies diluted in PBST+BSA at 4°C in a humidity chamber overnight. Slides were washed three times in PBST for 5 min and then incubated in secondary antibodies diluted in PBST+BSA for 1 h at room temperature. Slides were washed again three times in PBST for 5 min, then two quick washes in PBS. Samples were mounted in ProLong Glass Antifade mountant and cured overnight. When co-staining with OLLAS antibody, the OLLAS primary and secondary were applied first to avoid cross reactions.

Primary antibodies and concentrations used were: mouse anti-FLAG M2 (Sigma-Aldrich; F1804; 1:500), rat anti-OLLAS L2 (Novus; 06713; 1:50), rabbit anti-CGH-1 (a gift from John Kim; Alessi et al., 2015; 1:1000), rabbit anti-POS-1 (a gift from Tom Evans; Barbee and Evans, 2006; 1:100), guinea pig anti-XND-1 (a gift from Judith Yanowitz; Wagner et al., 2010; 1:2000), mouse anti-PGL-3 KT3 [Developmental Studies Hybridoma Bank (DSHB); 1:100], mouse anti-PGL-1 OIC1D4 (DSHB; 1:10), mouse anti-UNC-54 mAB 5-8 (DSHB; 1:10), anti-GFP nanobody conjugated to Alexa Fluor 488 (Chromotek; gb2AF488-10; 1:500). Antibody staining in this paper was consistent with that of previously published works.

### Single molecule fluorescence *in situ* hybridization

Single molecule fluorescence *in situ* hybridization (smFISH) probes were designed using Biosearch Technologies Stellaris Probe Designer. Fluorophores used in this study were Quasar570 and Quasar670. For sample preparation, embryos were extruded from adult animals and subjected to freeze-crack on 0.01% poly-lysine coated slides followed by fixation in −20°C methanol for ≥15 min. Slides were washed five times in PBST and fixed in 4% paraformaldehyde (PFA) in PBS for 1 h at room temperature. Slides were again washed four times in PBST, twice in 2× SSC, and once in wash buffer (10% formamide, 2× SSC). Slides were then blocked in hybridization buffer (10% formamide, 2× SSC, 200 µg/ml BSA, 2 mM Ribonucleoside Vanadyl Complex, 0.2 mg/ml yeast total RNA, 10% dextran sulfate) for 30 min at 37°C in a humid chamber. For hybridization, slides were incubated in 50-100 nM probe in hybridization buffer at 37°C overnight. Slides were then washed twice in wash buffer at 37°C for 30 min, twice in 2× SSC, once in PBST and twice in PBS. Samples were mounted in ProLong Glass Antifade mountant and cured overnight.

### Combined *in situ* hybridization/immunofluorescence

Combined *in situ* hybridization with immunofluorescence was carried out by first doing the *in situ* protocol as described above. After the last wash in PBS, the slides were then re-fixed in 4% PFA for 1 h at room temperature. The immunofluorescence protocol was then carried out as described above except 1 mg/ml UltraPure BSA (Thermo Fisher Scientific, AM2616) was used in the blocking and antibody incubation steps. The primary antibody used was KT3 (DSHB; 1:100). The secondary antibody used was goat anti-mouse IgA conjugated to FITC (Abcam; ab97234; 1:500).

### Laser scanning confocal microscopy

Super-resolution microscopy was performed using a Zeiss LSM 880 microscope with a 63×-1.4 numerical aperture objective (Figs 1, 3A, 4A; Figs S1A,C, S3A,B). The raw data were processed using default Airyscan settings with ZEN software. For Fig. 4A, representative high-resolution images were shown. The images used for quantification in Fig. 4B were collected by spinning disk confocal microscopy. All images shown are single *z*-slices.

### Spinning disk confocal microscopy

All other microscopy was performed using a Zeiss Axio Observer equipped with a CSU-W1 SoRA spinning disk scan head (Yokogawa). Images were taken using Slidebook software (Intelligent Imaging Innovations) with a 63× objective with a 2.8× relay lens (Yokogawa). All images shown are single *z*-slices, except in Fig. 7C,D.

### Image quantification

All images were quantified in Fiji. For profile plots to show colocalization of granule components, a line was drawn through the center of a granule and the intensity along that line was measured using the plot profile tool in Fiji. As the size of each granule varied slightly, the length of each plot was normalized to the smallest granule size. The intensities were then binned using the averageifs function in Excel. The background signal was subtracted and the intensities were normalized to the highest intensity.

For quantification of conditions that included sparse or asymmetrically localized RNAs/proteins (i.e. POS-1, *cdc-25.3*, *neg-1*, *nos-2/*NOS-2, *Y51F10.2/*Y51F10.2, *xnd-1/*XND-1) in P_4_, the total intensity in the entire P_4_ cell above threshold was measured and normalized to wild-type controls. The threshold was defined as being 1.5× the mean intensity of the entire embryo. To minimize background, the smooth function in Fiji was used, which replaces each pixel with the average of its 3×3 neighbors.

For quantification of symmetrically localized RNA/proteins in P_4_ (i.e. CGH-1, EDC-3, poly-A, SL1), the ratio of the mean intensity in the P_4_ blastomere over the mean intensity of a same sized region in the soma was measured. A background measurement was taken from outside the embryo and subtracted from the germline and soma intensities. The ratios were then normalized to wild type.

To assess the segregation of PGL-3 (Fig. S1D), CGH-1 and EDC-3 (Fig. S4) into P blastomeres, the mean intensity was measured in each P blastomere and then normalized to the average P_0_ intensity. To measure the ratio of RNA inside/outside of granules, the granule (labeled by MEG-1::GFP in Fig. 3B, SL1 in Fig. S5 or PGL-3 in Fig. S7) was defined as being 1.5× above the mean intensity of the signal within the P blastomere. The mean intensity inside and outside the granule in the cytoplasm was measured. A background signal was taken from a region outside the embryo and subtracted.

### Statistical analysis and plotting

Perseus (Tyanova et al., 2016b) was used for unpaired two-tailed *t*-tests on mass spec data. To determine the significance of the enrichment of P-body proteins in MEG-1 immunoprecipitates, we assumed a total pool of 6000 proteins, which is roughly the size of the embryonic proteome (Saha et al., 2016).

Statistics for differential expression analysis were carried out using DESeq2 (Love et al., 2014). To determine the significance of the overlap between predicted POS-1 targets (Elewa et al., 2015) and *meg-1 meg-2* differentially expressed genes, we assumed a total pool of 11,121 transcripts. 

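In the authors' deposited table, the lowest *meg-1 meg-2* level among genes that were at least 1.5-fold higher with an adjusted *P*-value below 0.05 belongs to *R09A8.1*, a gene of 3404 bp on chromosome X (12613751 to 12618388 of WBcel235). Its deposited value in *meg-1 meg-2* is 0.00218 FPKM, which is 2.18 FPKM when the length is taken in kb. The reads recovered for *R09A8.1* were 91 and 111 in the wild-type libraries and 180 and 138 in the *meg-1 meg-2* libraries. The mean level was 3.86 fpm in wild type and 7.42 fpm in *meg-1 meg-2*.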

We arrived at this number by setting an FPKM threshold in our RNA-seq analysis of 0.002178852 FPKM, which was the lowest FPKM in *meg-1 meg-2* animals for which we were able to detect a significant increase in gene expression. Any non-protein coding genes were also identified and removed from the list by using the SimpleMine tool on WormBase.

All other statistical analysis was conducted using R or Graphpad Prism 9 software. Data were plotted with either Graphpad Prism 9 or ggplot2 (Wickham, 2016).

## Supplementary Material

Click here for additional data file.

10.1242/develop.200920_sup1 Supplementary information Click here for additional data file.

## References

[DEV200920C1] Alessi, A. F., Khivansara, V., Han, T., Freeberg, M. A., Moresco, J. J., Tu, P. G., Montoye, E., Yates, J. R., III, Karp, X. and Kim, J. K. (2015). Casein kinase II promotes target silencing by miRISC through direct phosphorylation of the DEAD-box RNA helicase CGH-1. *Proc. Natl. Acad. Sci. USA* 112, E7213-E7222. 10.1073/pnas.150949911226669440PMC4702986

[DEV200920C2] Anders, S., Pyl, P. T. and Huber, W. (2015). HTSeq–a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31, 166-169. 10.1093/bioinformatics/btu63825260700PMC4287950

[DEV200920C3] Aravin, A. A., Van Der Heijden, G. W., Castañeda, J., Vagin, V. V., Hannon, G. J. and Bortvin, A. (2009). Cytoplasmic compartmentalization of the fetal piRNA pathway in mice. *PLoS Genet.* 5, e1000764. 10.1371/journal.pgen.100076420011505PMC2785470

[DEV200920C4] Arkov, A. L. and Ramos, A. (2010). Building RNA-protein granules: insight from the germline. *Trends Cell Biol.* 20, 482-490. 10.1016/j.tcb.2010.05.00420541937PMC2929181

[DEV200920C5] Barbee, S. A. and Evans, T. C. (2006). The Sm proteins regulate germ cell specification during early *C. elegans* embryogenesis. *Dev. Biol.* 291, 132-143. 10.1016/j.ydbio.2005.12.01116413530

[DEV200920C6] Boag, P. R., Nakamura, A. and Blackwell, T. K. (2005). A conserved RNA-protein complex component involved in physiological germline apoptosis regulation in *C. elegans*. *Development* 132, 4975-4986. 10.1242/dev.0206016221731

[DEV200920C7] Boag, P. R., Atalay, A., Robida, S., Reinke, V. and Blackwell, T. K. (2008). Protection of specific maternal messenger RNAs by the P-body protein CGH-1 (Dhh1/RCK) during *Caenorhabditis elegans* oogenesis. *J. Cell Biol.* 182, 543-557. 10.1083/jcb.20080118318695045PMC2500139

[DEV200920C8] Brangwynne, C. P., Eckmann, C. R., Courson, D. S., Rybarska, A., Hoege, C., Gharakhani, J., Jülicher, F. and Hyman, A. A. (2009). Germline P granules are liquid droplets that localize by controlled dissolution/condensation. *Science* 324, 1729-1732. 10.1126/science.117204619460965

[DEV200920C9] Brenner, S. (1974). The genetics of *Caenorhabditis elegans*. *Genetics* 77, 71-94. 10.1093/genetics/77.1.714366476PMC1213120

[DEV200920C10] Cao, W. X., Kabelitz, S., Gupta, M., Yeung, E., Lin, S., Rammelt, C., Ihling, G., Pekovic, F., Low, T. C. H., Siddiqui, N. U. et al. (2020). Precise temporal regulation of post-transcriptional repressors is required for an orderly Drosophila Maternal-to-Zygotic transition. *Cell Rep.* 31, 107783. 10.1016/j.celrep.2020.10778332579915PMC7372737

[DEV200920C11] Ciais, D., Cherradi, N. and Feige, J.-J. (2013). Multiple functions of tristetraprolin/TIS11 RNA-binding proteins in the regulation of mRNA biogenesis and degradation. *Cell. Mol. Life Sci.* 70, 2031-2044. 10.1007/s00018-012-1150-y22968342PMC11113850

[DEV200920C12] D'Agostino, I., Merritt, C., Chen, P.-L., Seydoux, G. and Subramaniam, K. (2006). Translational repression restricts expression of the *C. elegans* Nanos homolog NOS-2 to the embryonic germline. *Dev. Biol.* 292, 244-252. 10.1016/j.ydbio.2005.11.04616499902

[DEV200920C13] DeMott, E., Dickinson, D. J. and Doonan, R. (2021). Highly improved cloning efficiency for plasmid-based CRISPR knock-in in *C. elegans*. *microPubl. Biol.* 2021, 10.17912/micropub.biology.000499. 10.17912/micropub.biology.000499PMC860603234816097

[DEV200920C14] Di Stefano, B., Luo, E.-C., Haggerty, C., Aigner, S., Charlton, J., Brumbaugh, J., Ji, F., Rabano Jiménez, I., Clowers, K. J., Huebner, A. J. et al. (2019). The RNA helicase DDX6 controls cellular plasticity by modulating P-body homeostasis. *Cell Stem Cell* 25, 622-638.e13. 10.1016/j.stem.2019.08.01831588046PMC7247364

[DEV200920C15] Dodson, A. E. and Kennedy, S. (2019). Germ granules coordinate RNA-based epigenetic inheritance pathways. *Dev. Cell* 50, 704-715.e4. 10.1016/j.devcel.2019.07.02531402284PMC7316138

[DEV200920C16] Eckmann, C. R., Kraemer, B., Wickens, M. and Kimble, J. (2002). GLD-3, a bicaudal-C homolog that inhibits FBF to control germline sex determination in *C. elegans*. *Dev. Cell* 3, 697-710. 10.1016/S1534-5807(02)00322-212431376

[DEV200920C17] Eichler, C. E., Hakes, A. C., Hull, B. and Gavis, E. R. (2020). Compartmentalized *oskar* degradation in the germ plasm safeguards germline development. *eLife* 9, e49988. 10.7554/eLife.4998831909715PMC6986870

[DEV200920C18] Elewa, A., Shirayama, M., Kaymak, E., Harrison, P. F., Powell, D. R., Du, Z., Chute, C. D., Woolf, H., Yi, D., Ishidate, T. et al. (2015). POS-1 promotes endo-mesoderm development by inhibiting the cytoplasmic polyadenylation of *neg-*1 mRNA. *Dev. Cell* 34, 108-118. 10.1016/j.devcel.2015.05.02426096734PMC4507413

[DEV200920C19] Farley, B. M., Pagano, J. M. and Ryder, S. P. (2008). RNA target specificity of the embryonic cell fate determinant POS-1. *RNA* 14, 2685-2697. 10.1261/rna.125670818952820PMC2590972

[DEV200920C20] Folkmann, A. W., Putnam, A., Lee, C. F. and Seydoux, G. (2021). Regulation of biomolecular condensates by interfacial protein clusters. *Science* 373, 1218-1224. 10.1126/science.abg707134516789PMC8627561

[DEV200920C21] Francis, R., Barton, M. K., Kimble, J. and Schedl, T. (1995). *gld-1*, a tumor suppressor gene required for oocyte development in *Caenorhabditis elegans*. *Genetics* 139, 579-606. 10.1093/genetics/139.2.5797713419PMC1206368

[DEV200920C22] Gallo, C. M., Munro, E., Rasoloson, D., Merritt, C. and Seydoux, G. (2008). Processing bodies and germ granules are distinct RNA granules that interact in *C. elegans* embryos. *Dev. Biol.* 323, 76-87. 10.1016/j.ydbio.2008.07.00818692039

[DEV200920C23] Gallo, C. M., Wang, J. T., Motegi, F. and Seydoux, G. (2010). Cytoplasmic partitioning of P granule components is not required to specify the germline in *C. elegans*. *Science* 330, 1685-1689. 10.1126/science.119369721127218PMC3072820

[DEV200920C24] Han, B., Antkowiak, K. R., Fan, X., Rutigliano, M., Ryder, S. P. and Griffin, E. E. (2018). Polo-like kinase couples cytoplasmic protein gradients in the C. elegans zygote. *Curr. Biol.* 28, 60-69.e8. 10.1016/j.cub.2017.11.04829276126PMC5763555

[DEV200920C25] Hanazawa, M., Yonetani, M. and Sugimoto, A. (2011). PGL proteins self associate and bind RNPs to mediate germ granule assembly in *C. elegans*. *J. Cell Biol.* 192, 929-937. 10.1083/jcb.20101010621402787PMC3063142

[DEV200920C27] Ivanov, P., Kedersha, N. and Anderson, P. (2019). Stress granules and processing bodies in translational control. *Cold Spring Harbor Perspect. Biol.* 11, a032813. 10.1101/cshperspect.a032813PMC649634730082464

[DEV200920C28] Jadhav, S., Rana, M. and Subramaniam, K. (2008). Multiple maternal proteins coordinate to restrict the translation of *C. elegans nanos-*2 to primordial germ cells. *Development* 135, 1803-1812. 10.1242/dev.01365618417623PMC2573031

[DEV200920C29] Jensen, L., Venkei, Z. G., Watase, G. J., Bisai, B., Pletcher, S., Lee, C.-Y. and Yamashita, Y. M. (2021). *me31B* regulates stem cell homeostasis by preventing excess dedifferentiation in the *Drosophila* male germline. *J. Cell Sci.* 134, jcs258757. 10.1242/jcs.25875734164657PMC8325955

[DEV200920C30] Jones, A. R., Francis, R. and Schedl, T. (1996). GLD-1, a cytoplasmic protein essential for oocyte differentiation, shows stage- and sex-specific expression during Caenorhabditis elegans germline development. *Dev. Biol.* 180, 165-183. 10.1006/dbio.1996.02938948583

[DEV200920C31] Kapelle, W. S. and Reinke, V. (2011). *C. elegans meg-1* and *meg-2* differentially interact with *nanos* family members to either promote or inhibit germ cell proliferation and survival. *Genesis* 49, 380-391. 10.1002/dvg.2072621305687

[DEV200920C32] Kemph, A. and Lynch, J. A. (2022). Evolution of germ plasm assembly and function among the insects. *Curr. Opin. Insect Sci.* 50, 100883. 10.1016/j.cois.2022.10088335123121PMC9133133

[DEV200920C33] Kim, D., Langmead, B. and Salzberg, S. L. (2015). HISAT: a fast spliced aligner with low memory requirements. *Nat. Methods* 12, 357-360. 10.1038/nmeth.331725751142PMC4655817

[DEV200920C34] Kipreos, E. T. (2005). Ubiquitin-mediated pathways in *C. elegans*. *WormBook* (ed. The *C. elegans* Research Community). doi/10.1895/wormbook.1.36.1

[DEV200920C35] Kulkarni, A. and Extavour, C. G. (2017). Convergent evolution of germ granule nucleators: a hypothesis. *Stem Cell Research* 24, 188-194. 10.1016/j.scr.2017.07.01828801028

[DEV200920C36] Leacock, S. W. and Reinke, V. (2008). MEG-1 and MEG-2 are embryo-specific P-granule components required for germline development in *Caenorhabditis elegans*. *Genetics* 178, 295-306. 10.1534/genetics.107.08021818202375PMC2206079

[DEV200920C37] Lee, C. Y. S., Lu, T. and Seydoux, G. (2017). Nanos promotes epigenetic reprogramming of the germline by down-regulation of the THAP transcription factor LIN-15B. *eLife* 6, e30201. 10.7554/eLife.3020129111977PMC5734877

[DEV200920C38] Lee, C.-Y. S., Putnam, A., Lu, T., He, S. X., Ouyang, J. P. T. and Seydoux, G. (2020). Recruitment of mRNAs to P granules by condensation with intrinsically-disordered proteins. *eLife* 9, e52896. 10.7554/eLife.5289631975687PMC7007223

[DEV200920C39] Love, M. I., Huber, W. and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550. 10.1186/s13059-014-0550-825516281PMC4302049

[DEV200920C40] Mainpal, R., Nance, J. and Yanowitz, J. L. (2015). A germ cell determinant reveals parallel pathways for germ line development in *Caenorhabditis elegans*. *Development* 142, 3571-3582. 10.1242/dev.12573226395476PMC6514396

[DEV200920C41] McCambridge, A., Solanki, D., Olchawa, N., Govani, N., Trinidad, J. C. and Gao, M. (2020). Comparative proteomics reveal Me31B's interactome dynamics, expression regulation, and assembly mechanism into germ granules during *Drosophila* germline development. *Sci. Rep.* 10, 564. 10.1038/s41598-020-57492-y31953495PMC6969142

[DEV200920C42] Neil, C. R., Jeschonek, S. P., Cabral, S. E., O'Connell, L. C., Powrie, E. A., Otis, J. P., Wood, T. R. and Mowry, K. L. (2021). L-bodies are RNA-protein condensates driving RNA localization in Xenopus oocytes. *Mol. Biol. Cell* 32, ar37. 10.1091/mbc.E21-03-0146-T34613784PMC8694076

[DEV200920C43] Nicklas, S., Okawa, S., Hillje, A.-L., González-Cano, L., del Sol, A. and Schwamborn, J. C. (2015). The RNA helicase DDX6 regulates cell-fate specification in neural stem cells via miRNAs. *Nucleic Acids Res.* 43, 2638-2654. 10.1093/nar/gkv13825722370PMC4357729

[DEV200920C44] Noble, S. L., Allen, B. L., Goh, L. K., Nordick, K. and Evans, T. C. (2008). Maternal mRNAs are regulated by diverse P-body-related mRNP granules during early *Caenorhabditis elegans* development. *J. Cell Biol.* 182, 559-572. 10.1083/jcb.20080212818695046PMC2500140

[DEV200920C45] Ouyang, J. P. T., Folkmann, A., Bernard, L., Lee, C. Y., Seroussi, U., Charlesworth, A. G., Claycomb, J. M. and Seydoux, G. (2019). P granules protect RNA interference genes from silencing by piRNAs. *Dev. Cell* 50, 716-728.e6. 10.1016/j.devcel.2019.07.02631402283PMC6764750

[DEV200920C46] Paix, A., Wang, Y., Smith, H. E., Lee, C.-Y. S., Calidas, D., Lu, T., Smith, J., Schmidt, H., Krause, M. W. and Seydoux, G. (2014). Scalable and versatile genome editing using linear DNAs with microhomology to Cas9 sites in *Caenorhabditis elegans*. *Genetics* 198, 1347-1356. 10.1534/genetics.114.17042325249454PMC4256755

[DEV200920C47] Paix, A., Folkmann, A. and Seydoux, G. (2017). Precision genome editing using CRISPR-Cas9 and linear repair templates in *C. elegans*. *Methods* 121-122, 86-93. 10.1016/j.ymeth.2017.03.02328392263PMC6788293

[DEV200920C48] Parker, D. M., Winkenbach, L. P., Boyson, S., Saxton, M. N., Daidone, C., Al-Mazaydeh, Z. A., Nishimura, M. T., Mueller, F. and Nishimura, E. O. (2020). mRNA localization is linked to translation regulation in the *Caenorhabditis elegans* germ lineage. *Development* 147, dev186817. 10.1242/dev.18681732541012PMC7358130

[DEV200920C49] Phillips, C. M. and Updike, D. L. (2022). Germ granules and gene regulation in the *Caenorhabditis elegans* germline. *Genetics* 220, iyab195. 10.1093/genetics/iyab19535239965PMC8893257

[DEV200920C50] Putnam, A., Cassani, M., Smith, J. and Seydoux, G. (2019). A gel phase promotes condensation of liquid P granules in *Caenorhabditis elegans* embryos. *Nat. Struct. Mol. Biol.* 26, 220-226. 10.1038/s41594-019-0193-230833787PMC6668929

[DEV200920C51] Roovers, E. F., Kaaij, L. J. T., Redl, S., Bronkhorst, A. W., Wiebrands, K., de Jesus Domingues, A. M., Huang, H.-Y., Han, C.-T., Riemer, S., Dosch, R. et al. (2018). Tdrd6a regulates the aggregation of Buc into functional subcellular compartments that drive germ cell specification. *Dev. Cell* 46, 285-301. 10.1016/j.devcel.2018.07.00930086300PMC6084408

[DEV200920C52] Saha, S., Weber, C. A., Nousch, M., Adame-Arana, O., Hoege, C., Hein, M. Y., Osborne-Nishimura, E., Mahamid, J., Jahnel, M., Jawerth, L. et al. (2016). Polar positioning of phase-separated liquid compartments in cells regulated by an mRNA competition mechanism. *Cell* 166, 1572-1584.e16. 10.1016/j.cell.2016.08.00627594427PMC5034880

[DEV200920C53] Scheckel, C., Gaidatzis, D., Wright, J. E. and Ciosk, R. (2012). Genome-wide analysis of GLD-1-mediated mRNA regulation suggests a role in mRNA storage. *PLoS Genet.* 8, e1002742. 10.1371/journal.pgen.100274222693456PMC3364957

[DEV200920C54] Schmidt, H., Putnam, A., Rasoloson, D. and Seydoux, G. (2021). Protein-based condensation mechanisms drive the assembly of RNA-rich P granules. *eLife* 10, e63698. 10.7554/eLife.6369834106046PMC8238508

[DEV200920C55] Seydoux, G. and Fire, A. (1994). Soma-germline asymmetry in the distributions of embryonic RNAs in Caenorhabditis elegans. *Development* 120, 2823-2834. 10.1242/dev.120.10.28237607073

[DEV200920C56] Shimada, R., Kiso, M. and Saga, Y. (2019). ES-mediated chimera analysis revealed requirement of DDX6 for NANOS2 localization and function in mouse germ cells. *Sci. Rep.* 9, 515. 10.1038/s41598-018-36502-030679547PMC6345806

[DEV200920C57] Smith, J., Calidas, D., Schmidt, H., Lu, T., Rasoloson, D. and Seydoux, G. (2016). Spatial patterning of P granules by RNA-induced phase separation of the intrinsically-disordered protein MEG-3. *eLife* 5, e21337. 10.7554/eLife.21337.01627914198PMC5262379

[DEV200920C58] Strome, S. and Wood, W. B. (1982). Immunofluorescence visualization of germ-line-specific cytoplasmic granules in embryos, larvae, and adults of *Caenorhabditis elegans*. *Proc. Natl. Acad. Sci. USA* 79, 1558-1562. 10.1073/pnas.79.5.15587041123PMC346014

[DEV200920C59] Strome, S., Martin, P., Schierenberg, E. and Paulsen, J. (1995). Transformation of the germ line into muscle in *mes-*1 mutant embryos of *C. elegans*. *Development* 121, 2961-2972. 10.1242/dev.121.9.29617555722

[DEV200920C60] Subramaniam, K. and Seydoux, G. (1999). *nos-1* and *nos-2*, two genes related to *Drosophila nanos*, regulate primordial germ cell development and survival in *Caenorhabditis elegans*. *Development* 126, 4861-4871. 10.1242/dev.126.21.486110518502

[DEV200920C61] Suzuki, A., Igarashi, K., Aisaki, K.-I., Kanno, J. and Saga, Y. (2010). NANOS2 interacts with the CCR4-NOT deadenylation complex and leads to suppression of specific RNAs. *Proc. Natl. Acad. Sci. USA* 107, 3594-3599. 10.1073/pnas.090866410720133598PMC2840499

[DEV200920C62] Tabara, H., Hill, R. J., Mello, C. C., Priess, J. R. and Kohara, Y. (1999). *pos-1* encodes a cytoplasmic zinc-finger protein essential for germline specification in *C. elegans*. *Development* 126, 1-11. 10.1242/dev.126.1.19834181

[DEV200920C63] Timmons, L. and Fire, A. (1998). Specific interference by ingested dsRNA. *Nature* 395, 854. 10.1038/275799804418

[DEV200920C64] Tintori, S. C., Osborne Nishimura, E., Golden, P., Lieb, J. D. and Goldstein, B. (2016). A transcriptional lineage of the early *C. elegans* embryo. *Dev. Cell* 38, 430-444. 10.1016/j.devcel.2016.07.02527554860PMC4999266

[DEV200920C65] Tyanova, S., Temu, T. and Cox, J. (2016a). The MaxQuant computational platform for mass spectrometry-based shotgun proteomics. *Nat. Protoc.* 11, 2301-2319. 10.1038/nprot.2016.13627809316

[DEV200920C66] Tyanova, S., Temu, T., Sinitcyn, P., Carlson, A., Hein, M. Y., Geiger, T., Mann, M. and Cox, J. (2016b). The Perseus computational platform for comprehensive analysis of (prote)omics data. *Nat. Methods* 13, 731-740. 10.1038/nmeth.390127348712

[DEV200920C67] Uebel, C. J., Agbede, D., Wallis, D. C. and Phillips, C. M. (2020). Mutator foci are regulated by developmental stage, RNA, and the germline cell cycle in *Caenorhabditis elegans*. *G3* 10, 3719-3728. 10.1534/g3.120.40151432763952PMC7534428

[DEV200920C68] Uebel, C. J., Manage, K. I. and Phillips, C. M. (2021). SIMR foci are found in the progenitor germ cells of *C. elegans* embryos. *MicroPubl. Biol.* 2021, 10.17912/micropub.biology.000374. 10.17912/micropub.biology.000374PMC790082733644707

[DEV200920C82] Updike, D. and Strome, S. (2010). P granule assembly and function in *Caenorhabditis elegans* germ cells. *J. Androl.* 31, 53-60. 10.2164/jandrol.109.00829219875490PMC2905540

[DEV200920C69] Updike, D. L., Hachey, S. J., Kreher, J. and Strome, S. (2011). P granules extend the nuclear pore complex environment in the *C. elegans* germ line. *J. Cell Biol.* 192, 939-948. 10.1083/jcb.20101010421402789PMC3063144

[DEV200920C70] Vo, H. D. L., Wahiduzzaman, Tindell, S. J., Zheng, J., Gao, M. and Arkov, A. L. (2019). Protein components of ribonucleoprotein granules from *Drosophila* germ cells oligomerize and show distinct spatial organization during germline development. *Sci. Rep.* 9, 19190. 10.1038/s41598-019-55747-x31844131PMC6915754

[DEV200920C71] Wagner, C. R., Kuervers, L., Baillie, D. L. and Yanowitz, J. L. (2010). *xnd-1* regulates the global recombination landscape in *Caenorhabditis elegans*. *Nature* 467, 839-843. 10.1038/nature0942920944745PMC3045774

[DEV200920C72] Wan, G., Fields, B. D., Spracklin, G., Shukla, A., Phillips, C. M. and Kennedy, S. (2018). Spatiotemporal regulation of liquid-like condensates in epigenetic inheritance. *Nature* 557, 679-683. 10.1038/s41586-018-0132-029769721PMC6479227

[DEV200920C74] Wang, L., Eckmann, C. R., Kadyk, L. C., Wickens, M. and Kimble, J. (2002). A regulatory cytoplasmic poly(A) polymerase in *Caenorhabditis elegans*. *Nature* 419, 312-316. 10.1038/nature0103912239571

[DEV200920C75] Wang, J. T., Smith, J., Chen, B.-C., Schmidt, H., Rasoloson, D., Paix, A., Lambrus, B. G., Calidas, D. and Seydoux, G. (2014). Regulation of RNA granule dynamics by phosphorylation of serine-rich, intrinsically disordered proteins in *C. elegans*. *eLife* 3, e04591. 10.7554/eLife.0459125535836PMC4296509

[DEV200920C76] Wickham, H. (2016). *ggplot2: Elegant Graphics for Data Analysis*. New York: Springer-Verlag.

[DEV200920C77] Wright, D., Kiso, M. and Saga, Y. (2021). Genetic and structural analysis of the in vivo functional redundancy between murine NANOS2 and NANOS3. *Development* 148, dev191916. 10.1242/dev.19191633199444

[DEV200920C78] Wu, E., Vashisht, A. A., Chapat, C., Flamand, M. N., Cohen, E., Sarov, M., Tabach, Y., Sonenberg, N., Wohlschlegel, J. and Duchaine, T. F. (2017). A continuum of mRNP complexes in embryonic microRNA-mediated silencing. *Nucleic Acids Res.* 45, 2081-2098. 10.1093/nar/gkw87228204614PMC5389717

[DEV200920C79] Yang, C., Dominique, G. M., Champion, M. M. and Huber, P. W. (2022). Remnants of the Balbiani body are required for formation of RNA transport granules in *Xenopus* oocytes. *IScience* 25, 103878. 10.1016/j.isci.2022.10387835243240PMC8861640

[DEV200920C80] Zavortink, M., Rutt, L. N., Dzitoyeva, S., Henriksen, J. C., Barrington, C., Bilodeau, D. Y., Wang, M., Chen, X. X. L. and Rissland, O. S. (2020). The E2 Marie Kondo and the CTLH E3 ligase clear deposited RNA binding proteins during the maternal-to-zygotic transition. *eLife* 9, e53889. 10.7554/eLife.5388932573431PMC7384856

How the deposited data were processed for this re-analysis (not part of the article)

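RNA was sequenced from 2 libraries of wild-type embryos and 2 libraries of *meg-1(vr10) meg-2(RNAi)* embryos of *C. elegans*. According to the paper's methods, the authors removed rRNA, added ERCC spike-in RNA, aligned reads to the ce10 genome with HISAT2, counted them on genes with HTSeq-count and compared genotypes with DESeq2. The paper's text does not name the versions, the annotation release or the strand setting of the counting. The table analysed has 0 spike-in rows.

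The authors deposited 1 table of 42048 genes. The signal that the authors deposited for each genotype, in fpm, is the mean over its 2 libraries of read counts divided by size factors and by the library size, as DESeq2's robust fpm gives them. The FPKM columns that the authors deposited are these means divided by the gene length in bp, so they are 1000 times smaller than FPKM with the length in kb. The authors deposited the log2 fold change of *meg-1 meg-2* over wild type as DESeq2 gave it. The authors deposited the p-value of each gene after Benjamini-Hochberg adjustment, which is missing for genes that DESeq2 filtered. The gene length in bp is given, and how it was measured is not stated. The table has 0 further columns with values per sample. Columns were matched to a genotype by name, and nothing in the table gives a value per library.

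The comparison planned before the data were examined assumed FPKM values for each library. These were recovered from the means. Every mean is a whole number of reads in one library times a step plus a whole number in the other times a second step, and all pairs of whole numbers within a relative rounding of 8e-15 were searched. 1 pair was found for 100% of wild-type values and for 99.998% of *meg-1 meg-2* values. The remaining gene, *rrn-2.1*, had more than 1 pair, and the pair that satisfies the definition of the size factors was taken. The recovery was tested on simulated reads. Libraries are called A and B within a genotype, A having the smaller fpm per read, and the replicate numbers of the labels were not assigned to them.

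The libraries had 24894414 (wild type A), 26017429 (wild type B), 22816733 (*meg-1 meg-2* A) and 20662429 (*meg-1 meg-2* B) reads on genes. A count of 0 allows up to 3 reads, which is between 0.114 and 0.149 fpm depending on the library. These limits cover counting error only, since PCR copies were not marked by molecular identifiers.

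Genes with a mean of at least 0.002178852 FPKM over the 4 libraries were tested, the limit that the paper states. The test was limma (version 3.58.1, with R 4.3.3) on log2(FPKM + 0.00200), with lmFit, eBayes and its mean trend, over all 4 libraries, without a block for replicates. A gene was called with a change of at least 1.5-fold and an unadjusted p-value below 0.05, after the criterion in the paper, and the number after Benjamini-Hochberg adjustment is given beside it. Other splits of the libraries were not counted, because the groups hold 2 libraries. Count models on the recovered reads (edgeR version 4.0.16, quasi-likelihood test, and DESeq2 version 1.42.0) were added after the values were seen. Scripts were tested on simulated counts with 200 genes changed by 2-fold, all drawn from genes at or above the median fpm.

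The genes named follow a rule set before the data were examined. They are the targeted genes *meg-1* and *meg-2*, the transcripts that the paper follows (*neg-1*, *cdc-25.3*, *nos-2*, *Y51F10.2*, *xnd-1*, *hlh-1*), the genes of proteins whose level in P_4_ the paper reports (*cgh-1*, *edc-3*, *pos-1*, *pgl-3*, *meg-3*, *meg-4*), and the 5 largest rises and 5 largest falls among called genes at or above the median level. *meg-3* and *meg-4* are listed under older names in the table and were matched by WormBase identifier. Of the 42048 identifiers, 41759 matched the WBcel235 annotation, from which gene classes and coordinates were taken. The ce10 genome build was not used here, and no coordinate was converted.

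Gene lists written before the data were examined were tested with limma's camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the lists of at least 3 tested genes. They held P-body and RNA-binding proteins named in the paper, early zygotic somatic transcripts, muscle structural transcripts, late epidermal transcripts, oocyte and maternal transcripts, heat shock transcripts, sperm transcripts and yolk protein transcripts. Each list's median was ranked among 10000 random lists of the same size matched on level.

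Alternatives set before the data were examined were other pseudocounts (0.01 and 1 times the median), no filter or a filter at the median level, median-ratio and quantile scaling, limma without the trend or with robust variances, other thresholds for calls, camera with an estimated correlation, fry, and leaving out each library in turn. Alternatives added afterwards were the count models, removal of each library's trend with gene length (for protein-coding genes also together with each scaling), and a restriction to protein-coding genes. The list of poly-A tail changes in *pos-1(RNAi)* embryos was not analysed here.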

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

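Genes that the paper does not discuss changed more than most of those called. The test of neighbouring genes was chosen before its result was seen, and the tests of shared reads and of the piRNA genes were chosen only afterwards.

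*cdc-48.2* (chromosome II, 8138496 to 8141230 of WBcel235) rose from 540 and 604 reads in wild type to 10504 and 9314 reads in *meg-1 meg-2*, a log2 fold change of 4.14 (limma adjusted *P*=2.07e-05). Reads shared with its paralog *cdc-48.1* do not account for this rise. *cdc-48.1* would have had to lose reads, and its level changed by 63.4 fpm upwards, from 295±40.0 fpm to 358±1.48 fpm (SD, *n*=2), against a gain of 442 fpm at *cdc-48.2*. *cdc-48.2* overlaps the protein-coding gene *F10B5.8* on the opposite strand. A change in the strain, such as an added or altered copy, remains open, as does an effect of the loss of *meg-1* and *meg-2*, and neither was tested.

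The snoRNA gene *F59C6.15* (chromosome I, 10516978 to 10517150) had a log2 fold change of 4.30 (limma adjusted *P*=2.07e-05), from 187 and 170 reads to 2882 and 3111 reads. *tiar-2* (chromosome II, 12768686 to 12774414) had a log2 fold change of −2.09 (limma adjusted *P*=0.00208), from 1361 and 1616 reads to 246 and 237 reads. The ncRNA gene *F44E5.16* had a log2 fold change of 1.29 and *F47D12.9*, which overlaps *F47D12.3* on the opposite strand, one of 1.28. Each of these genes kept its direction and an unadjusted *P*-value below 0.05 under every alternative with a test run on it. This did not hold after adjustment in limma. Without a filter on low values, 0 genes were called higher and 0 lower with an adjusted *P*-value.

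Together with *B0511.11*, *rnh-1.3*, *C06B8.7* and *srw-85*, which were chosen after their values were seen, *cdc-48.2*, *F59C6.15* and *tiar-2* make up the 7 genes with an adjusted *P*-value below 0.05 in the authors' deposited table that, beside *meg-1*, lie there beyond a log2 fold change of 2 or a −log10 adjusted *P*-value of 20, the range of Fig. 5A. *21ur-11104*, at −2.03 in the authors' deposited table, has no adjusted *P*-value there and is not among the 7. A candidate explanation is local differences between the strains' genomes, which could change neighbouring genes too. A difference within 1 gene need not, so unchanged neighbours would not argue against it. Of the 28 nearest tested protein-coding genes (2 on each side of each gene), 2 changed at least 1.5-fold in the same direction, where random genes gave a mean of 0.981 and 26.1% of 10000 random sets gave as many. The starts of *B0511.11* and *F59C6.15* lie 131622 bp apart, and 5.91% of random sets held a pair as close. With 7 genes, a difference between the strains and an effect of the mutations cannot be told apart.

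The piRNA genes *21ur-11104*, *21ur-15146* and *21ur-12556* had log2 fold changes of −1.78, −1.45 and −1.26. They are 21 bp long and each lies in a protein-coding gene on the opposite strand (*unc-5*, *F53B3.5* and *H02I12.5*). *21ur-11104* had 15 and 20 reads in wild type and 4 and 3 reads in *meg-1 meg-2*, and *21ur-12556* fell to 6 and 4 reads from 12 and 21. In DESeq2 on the recovered reads, none of the 3 has an adjusted *P*-value, and *21ur-12556* has an unadjusted *P*-value of 0.139. Of the 515 genes called lower, 279 are piRNA genes, and 37 piRNA genes were called higher. The 778 piRNA genes tested had a median log2 fold change of −0.60, which was −0.62 with median-ratio scaling and −0.43 with quantile normalization, under which 265 and 183 were called lower. Few reads on short genes explain a part of these calls at most, since 20 simulated pairs of unchanged groups called a median of 79 and at most 96 piRNA genes lower. Reads from overlapping protein-coding genes do not account for the fall as a whole. The total over the 8193 piRNA genes outside protein-coding genes was 75.4 and 78.5 fpm in wild type and 56.2 and 50.2 fpm in *meg-1 meg-2*, 30.8% lower, and the total over all piRNA genes was 29.9% lower. The paper names a stranded total RNA kit and no enrichment of small RNA for these libraries. The counts on piRNA genes are therefore no measure of piRNAs themselves. What RNA these reads come from was not tested, and neither a biological change nor the difference between collections described under the other observations is excluded.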

How the results depend on the processing

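Alternatives were set before the data were examined, apart from edgeR, DESeq2, removal of the gene-length trend and the restriction to protein-coding genes, which were chosen after the values were seen. No paired analysis was possible because the deposited columns are means of each genotype and carry no replicate numbers. With 1 library left in a genotype there is no test, so leaving out a library gives values only.

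The 553 genes called higher and 515 called lower became 117 and 42 with a pseudocount of 1 times the median, 1026 and 1308 without a filter on low values, 252 and 62 among genes at or above the median level, 306 and 178 with Benjamini-Hochberg adjustment, 2302 and 1595 without a minimum fold change, and 46 and 239 with a fold change of at least 2. Of those settings, the filter at the median level tested fewer genes, which accounts for part of its smaller counts. The pseudocount was set from the genes kept, so it changed with the genes tested. It was 0.000318 without a filter, 0.00520 at or above the median level and 0.00257 for protein-coding genes. Effects of the filter and of the pseudocount were therefore not separated. The number lower also became 115 among protein-coding genes, 790 and 326 with edgeR on the recovered reads (unadjusted and adjusted *P*-value), 224 with DESeq2 (adjusted) and 230 with DESeq2 at a log2 fold change of at least 0.58. The cause of the other changes was not tested. The share of higher genes among those called was 51.8%, and scaling moved it to 44.5% (444 higher and 553 lower, median ratio) and 56.6% (555 higher and 425 lower, quantiles). Of the 553 genes, 444 remained called under median-ratio scaling and 392 under quantile normalization, and of the 515 genes, 496 and 331. Among protein-coding genes, scaling moved the share from 79.0% to 64.3% (305 higher and 169 lower, median ratio) and 64.6% (326 higher and 179 lower, quantiles).

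The 592 genes at least 1.5-fold higher and 671 at least 1.5-fold lower became 117 and 42 with a pseudocount of 1 times the median, 2528 and 4534 without a filter, and 252 and 62 at or above the median level. The number lower became 1082 with a pseudocount of 0.01 times the median and 115 among protein-coding genes. When each library was left out in turn, from 393 to 1212 genes were higher and from 673 to 1123 were lower. The lowest count of higher genes, 393, came without wild-type library A and the highest, 1212, without wild-type library B, which also gave the highest count of lower genes.

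*meg-1*, *meg-2*, *neg-1* and *cdc-25.3* kept their direction and a *P*-value below 0.05 in all 51 values under other settings. These *P*-values were unadjusted in limma and edgeR, and both unadjusted and adjusted in DESeq2. After adjustment, limma called 0 genes higher and 0 lower without a filter on low values. Without the variance trend, it called 15 higher and 65 lower. With each library left out in turn, the log2 fold change ranged from −4.37 to −4.05 for *meg-1*, from −1.33 to −0.999 for *meg-2*, from 1.09 to 1.30 for *neg-1* and from 0.71 to 1.06 for *cdc-25.3*. *Y51F10.2* lost an unadjusted *P*-value below 0.05 without a filter (log2 fold change 0.35), with quantile normalization (0.18) and without the variance trend (0.34), and its adjusted *P*-value in DESeq2 was 0.0661 (0.34). *xnd-1* lost it without a filter (0.43). *hlh-1*, which was not past the threshold, changed sign with quantile normalization (−0.041), with edgeR (−0.0074) and without wild-type library A (−0.055), and *edc-3* with quantile normalization (−0.024). *cgh-1* gained an unadjusted *P*-value below 0.05 with median-ratio scaling (−0.27), quantile normalization (−0.34) and edgeR (−0.31). For the 3 piRNA genes named, 4 values in DESeq2 were weaker.

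No gene list kept an adjusted *P*-value below 0.05 under camera with an estimated correlation or under fry, with medians as before of 0.35 (early zygotic somatic), 0.40 (heat shock), −0.45 (late epidermal), −0.39 (muscle structural) and 0.50 (oocyte and maternal). The early zygotic somatic list also lost it at or above the median level (0.18). The heat shock list lost it with a pseudocount of 0.01 times the median (0.40), at or above the median level (0.34), with median-ratio scaling (0.36), with quantile normalization (0.23) and without the gene-length trend (0.34). The P-body and RNA-binding list gained it with a pseudocount of 1 times the median (0.17), without a filter (0.21) and without the gene-length trend (0.20). With each library left out in turn, the median of the heat shock list ranged from 0.20 to 0.59, of the muscle structural list from −0.71 to −0.13, of the oocyte and maternal list from 0.33 to 0.68, and of the P-body and RNA-binding list from 0.090 to 0.32. The muscle structural median was −0.13 without wild-type library A and −0.71 without wild-type library B. The oocyte and maternal median was 0.33 without library A and 0.68 without library B, and the P-body and RNA-binding median 0.090 and 0.32. For the heat shock list, it was 0.57 without wild-type library A and 0.22 without B, and 0.20 without *meg-1 meg-2* library A and 0.59 without B.

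Depth limits the piRNA genes called lower, of which 243 of 279 had fewer than 20 reads over the 4 libraries together.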

Differences from the paper's values

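The paper gives 230 downregulated genes, and 515 genes were called lower here with a change of at least 1.5-fold and an unadjusted *P*-value below 0.05. Of the alternatives set before the data were examined, Benjamini-Hochberg adjustment (178 genes) and a fold change of at least 2 (239 genes) came within 1.5 times the paper's number. The other pseudocounts (637 and 42), no filter (1308), the filter at the median level (62), median-ratio scaling (553), quantile normalization (425), no variance trend (499), robust variances (466) and no minimum fold change (1595) did not. Among settings chosen after seeing the values, DESeq2 on the recovered reads with an adjusted *P*-value below 0.05 gave 224 genes lower and 538 higher at a change of 1.5-fold, and 230 lower and 550 higher at a log2 fold change of at least 0.58, which are the paper's 230 and 550. That limit was the only one of 9 limits tried, from 0.5 upwards, that gave both numbers. The paper states *P*<0.05 without saying whether it was adjusted, and at an unadjusted *P*-value DESeq2 gave 710 genes higher and 426 lower. edgeR with an adjusted *P*-value, also chosen after seeing the values, gave 326 lower and the restriction of limma to protein-coding genes 115.

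The number of genes called higher, 553 against the paper's 550, does not differ in this sense, but it rests on an unadjusted limma *P*-value. With Benjamini-Hochberg adjustment it was 306, not within 1.5 times the paper's number. Also not within were a pseudocount of 1 times the median (117), no filter (1026) and the median-level filter (252). The same held without a minimum fold change (2302) and with one of 2 (46). A pseudocount of 0.01 times the median (701), both scalings (444 and 555), no variance trend (552) and robust variances (552) were within it. The pool, 10957 protein-coding genes against the paper's 11121, does not differ. The log2 fold changes of *neg-1* and *cdc-25.3*, 1.19 and 0.89, are also near the values read by eye from Fig. 5A, about 1.2 and about 0.9.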

Other observations

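The gene lists, their camera tests and the limma tests of the named genes were fixed before the data were examined. So were the alternatives described above as set beforehand. The other tests in this part were chosen only after the results they bear on had been seen. The same holds for the use of the gene lists to ask about embryo stage.

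When only protein-coding genes were tested, every change of at least 1.5-fold also passed the *P*-value limit. More protein-coding genes rose than fell in *meg-1 meg-2* embryos, 432 against 115 in that test, by fold change alone. The scaling of the libraries does not account for this as a whole, since rises still made up 64.3% of the calls under median-ratio scaling and 64.6% under quantile normalization. A trend of fold change with gene length does not either. The Spearman correlation of fold change with length across protein-coding genes was −0.116, and removing the trend kept 70.4% of the genes called higher and 93.0% of those called lower. It left 310 genes higher and 157 lower, so that the share of rises went from 79.0% to 66.4%, about as far as with scaling. With both corrections together, rises made up 66.2% (304 higher and 155 lower, median ratio) and 63.2% (302 higher and 176 lower, quantiles). These corrections thus account for a part of the excess, but the tests do not give length a part of its own. Removing the length trend alone also moved the median log2 fold change of protein-coding genes from 0.028 to −0.0086. Its effect was therefore not separated from that of scaling.

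What stays open is a difference between the collections of embryos that is not due to genotype. The wild-type libraries differ from each other along the same direction as the genotypes. Across 6298 protein-coding genes at or above the median level, which are not independent replicates, the difference of wild-type library B from A had a Spearman correlation of 0.44 with the difference of *meg-1 meg-2* from wild-type library B. Library B enters both differences with opposite sign, so that 100 simulated unchanged groups gave a median of −0.555 and at most −0.524. Of the 475 protein-coding genes called higher, 445 (93.7%) were higher in wild-type library B than in A, against 64.2% of all tested protein-coding genes. Of the same 475 genes, 206 were at least 1.5-fold above wild-type library B alone.

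A candidate explanation is that the collections differed in embryo stage, with the *meg-1 meg-2* collections younger on average. It predicts lower levels of transcripts of differentiating tissues and higher levels of maternal transcripts. The muscle structural list had a median log2 fold change of −0.39 (21 of 21 genes lower, camera adjusted *P*=1.74e-05) and the late epidermal list one of −0.45 (9 of 9 lower, adjusted *P*=2.43e-05). Both medians were below those of all 10000 random lists of the same size matched on level. The oocyte and maternal list had a median of 0.50 (20 of 21 genes higher, adjusted *P*=8.52e-08) and the early zygotic somatic list one of 0.35 (18 of 24 higher, adjusted *P*=9.83e-04), above 100% and 99.98% of random lists. Under camera with an estimated correlation or fry, no adjusted *P*-value of a list was below 0.05 (lowest 0.0653). The medians of the lists in each library, relative to the mean of the 4 libraries, placed wild-type library B between wild-type library A and the *meg-1 meg-2* libraries for the muscle structural list (0.50, −0.05, −0.18 and −0.21) and for the oocyte and maternal list (−0.45, −0.10, 0.24 and 0.29), but not for the late epidermal list (0.24, 0.26, −0.27 and −0.17). The paper's explanation for the genes that rise, a slower turnover of a subset of maternal mRNAs, also predicts the rise of the maternal list. The 2 explanations are not exclusive, and no label gives the stage of each collection. The shift of the muscle structural list rests largely on wild-type library A, without which its median was −0.13, and that of the oocyte and maternal list was then 0.33. The median of the late epidermal list stayed between −0.50 and −0.40 when any 1 library was left out. The lists share no gene with each other, and the limit for testing was reached by 21 of 21 muscle structural, 9 of 12 late epidermal, 21 of 23 oocyte and maternal and 24 of 31 early zygotic somatic genes.

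The heat shock list had a median of 0.40 (4 of 4 genes higher, adjusted *P*=0.0445) and the list of P-body and RNA-binding proteins named in the paper one of 0.20 (13 of 18 higher, adjusted *P*=0.0519). No gene of the sperm and yolk protein lists reached the limit for testing. The 39 sperm genes had from 49 to 70 reads in a library and the 6 yolk protein genes from 59 to 69.

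In whole-embryo RNA, the transcripts whose levels the paper compares in P_4_ by *in situ* hybridization did not fall. The log2 fold change was 0.43 for *nos-2* (limma adjusted *P*=0.0772), 0.34 for *Y51F10.2* (limma adjusted *P*=0.141) and 0.39 for *xnd-1* (limma adjusted *P*=0.135). For *hlh-1*, which the paper examines in descendants of P_4_, it was 0.060 (limma adjusted *P*=0.768). Without wild-type library A, the log2 fold change was 0.31 for *nos-2*, 0.18 for *Y51F10.2* and 0.23 for *xnd-1*. Without wild-type library B, the values were 0.56, 0.50 and 0.55. With edgeR on the recovered reads, the adjusted *P*-value was 0.0394 for *nos-2*, 0.0778 for *Y51F10.2*, 0.0721 for *xnd-1* and 0.961 for *hlh-1*. In the authors' deposited table, it is 0.0228 for *nos-2*, 0.0661 for *Y51F10.2*, 0.0494 for *xnd-1* and 0.797 for *hlh-1*. Whether the rises of *nos-2* and *xnd-1* pass 0.05 after adjustment thus depends on the test. Adjusted over the list alone, 7 of the 8 transcripts that the paper follows or targets had a *P*-value below 0.05, the exception being *hlh-1*, and with limma's adjustment over all 13060 genes tested 4 did. Among protein-coding genes within 1 in log2 level and within 0.1 in the log2 difference between the wild-type libraries, 442 of 1005 rose as much as *Y51F10.2*, 292 of 916 as much as *xnd-1* and 376 of 2340 as much as *nos-2*. With the same matching, 2 of 2443 genes rose as much as *neg-1* and 8 of 897 as much as *cdc-25.3*. The paper names *neg-1* and *cdc-25.3* among the transcripts that rose in these same data, so high ranks were largely set beforehand. Their ranks thus give no separate evidence for their rises. A whole-embryo value does not show the level in P_4_, and no biological explanation was tested.

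Among genes of proteins whose level in P_4_ the paper reports, the transcript of *pgl-3* had a log2 fold change of 0.75 in whole embryos (limma adjusted *P*=0.0419). The log2 fold changes of *meg-3* (0.60, limma adjusted *P*=0.0531), *pos-1* (0.57, limma adjusted *P*=0.0573) and *meg-4* (0.53, limma adjusted *P*=0.0691) had unadjusted *P*-values below 0.05 in limma that did not remain so after adjustment. Their adjusted *P*-values were below 0.05 in edgeR on the recovered reads (*meg-3* 0.0152, *pos-1* 0.0183 and *meg-4* 0.0227) and are so in the authors' deposited table (*meg-3* 3.11e-04, *pos-1* 6.82e-04 and *meg-4* 0.00278). The *P*-values of *cgh-1* (log2 fold change −0.23, limma unadjusted *P*=0.111) and *edc-3* (0.090, limma unadjusted *P*=0.472) were not below 0.05 before adjustment. The value of *cgh-1* depended on scaling, at −0.27 with median-ratio scaling (limma unadjusted *P*=0.0384) and −0.34 with quantile normalization (limma unadjusted *P*=0.00671). For *cgh-1*, edgeR gave −0.31 (unadjusted *P*=0.0104). Its value also depended on the wild-type libraries, at −0.36 without library A and −0.10 without library B. The value of *edc-3* was 8.2e-04 without wild-type library A and 0.18 without wild-type library B.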
